# SMAD6 transduces endothelial cell flow responses required for blood vessel homeostasis

**DOI:** 10.1007/s10456-021-09777-7

**Published:** 2021-03-29

**Authors:** Dana L. Ruter, Ziqing Liu, Kimlynn M. Ngo, Shaka X, Allison Marvin, Danielle B. Buglak, Elise J. Kidder, Victoria L. Bautch

**Keywords:** Endothelial cells, Blood vessels, Blood flow, Notch, SMAD, BMP, PCDH12

## Abstract

Fluid shear stress provided by blood flow instigates a transition from active blood vessel network expansion during development, to vascular homeostasis and quiescence that is important for mature blood vessel function. Here we show that SMAD6 is required for endothelial cell flow-mediated responses leading to maintenance of vascular homeostasis. Concomitant manipulation of the mechanosensor Notch1 pathway and SMAD6 expression levels revealed that SMAD6 functions downstream of ligand-induced Notch signaling and transcription regulation. Mechanistically, full-length SMAD6 protein was needed to rescue Notch loss-induced flow misalignment. Endothelial cells depleted for SMAD6 had defective barrier function accompanied by upregulation of proliferation-associated genes and down regulation of junction-associated genes. The vascular protocadherin PCDH12 was upregulated by SMAD6 and required for proper flow-mediated endothelial cell alignment, placing it downstream of SMAD6. Thus, SMAD6 is a required transducer of flow-mediated signaling inputs downstream of Notch1 and upstream of PCDH12, as vessels transition from an angiogenic phenotype to maintenance of a homeostatic phenotype.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-021-09777-7.

## Introduction

Blood vessel formation intersects with tissue metabolic needs and architecture in multiple ways, including remodeling of the initial vascular plexus via shear stress provided by blood flow [1–3]. Endothelial cells orchestrate this remodeling and eventual transition to vascular homeostasis, as elevated heart pumping and blood volume increase fluid shear stress [4–7]. In contrast to the sprouting and blood vessel remodeling that characterize the “activated” endothelium of development, endothelial cells become quiescent under laminar flow at steady state. This transition is an important prerequisite for endothelial cell functions involved in homeostasis, including formation of a vascular barrier that regulates oxygen and nutrient exchange [8–11]. As homeostasis is induced, endothelial cells become less proliferative and remodel their cytoskeleton and junctions to align parallel to the flow vector, presumably to reduce flow-induced cellular stress [12–16]. The importance of this response is highlighted by the association of arterial laminar flow with protection from atherosclerosis, and the correlation between disturbed flow and atheroprone regions of vessels [17, 18]. Although several cell-surface protein complexes function as direct endothelial cell mechanosensors [19], and even more signaling pathways have flow-responsive components, how these sensors and pathways transduce flow-mediated inputs to set up and maintain vessel homeostasis remains poorly understood.

Notch and BMP are two pathways involved in endothelial cell flow responses. Notch1 was recently identified as a direct flow mechanosensor, and endothelial deletion of Notch1 leads to flow misalignment, increased permeability, and atherosclerotic plaque formation [20–22]. More generally, Notch signaling is upregulated in arteries, which are exposed to higher shear stress than veins of equivalent diameter, and Notch is thought to be responsible for maintaining arterial differentiation [23–25]. Although BMP pathway components are not direct mechanosensors, some are flow-regulated [4]; BMP signaling regulates blood vessel formation and function in complex and context-dependent ways [26–29], with proangiogenic signaling downstream of ligands such as BMP2 and BMP6 countered by antiangiogenic signaling downstream of BMP9 and/or BMP10. Human mutations in the Type 1 receptor Alk1/ACVRL1, the co-receptor Endoglin, or a common signaling component SMAD4 lead to Hereditary Hemmorrhagic Telangiectasia (HHT) that is characterized by arterio-venous malformations (AVMs) and hemorrhage [30–32]. AVM formation requires genetic loss of BMP signaling, blood flow, and a third proangiogenic or pro-inflammatory stimulus [33–36], suggesting an intimate relationship between BMP signaling and flow responses in blood vessels.

There are several intersection points between Notch and BMP signaling in endothelial cells. For example, transcriptional responses are altered in complex and interdependent ways when both Notch and BMP signaling are activated, leading to cooperative effects on signaling and endothelial cell quiescence [37–39]. We showed that proangiogenic endothelial cell BMP signaling in vitro and in vivo is regulated in part by an intracellular negative regulator of BMP signaling, SMAD6 [40]. SMAD6 expression is upregulated by laminar blood flow and genetic loss leads to vascular hemorrhage [41, 42], but whether it functions in the transition to stable homeostasis is not known. Here, we reveal a requirement for SMAD6 in the flow-mediated alignment of endothelial cells, homeostatic quiescence, and barrier function downstream of the mechanosensor Notch1. Flow-induced endothelial cell-cell junction gene expression required SMAD6, and a SMAD6-regulated protocadherin affected homeostatic flow responses. Thus, SMAD6 is a required transducer of endothelial flow-mediated responses instigated by Notch signaling and required for maintenance of vascular homeostasis.

## Results

### SMAD6 is required for homeostatic laminar flow-induced endothelial cell alignment and polarization

To begin to understand how endothelial cell flow-mediated responses that characterize vascular homeostasis are maintained, we asked whether an inhibitory SMAD, SMAD6, regulates endothelial cell responses to extended periods of laminar shear stress. *Smad6*^*−/−*^ mutant embryos and pups with a knock-in *lacZ* reporter in the *Smad6* locus strongly express *lacZ* in endothelial cells of embryonic and early post-natal arteries, but not veins of similar diameter and stage, after the onset of blood flow [42, 43]. Since shear stress induced by laminar flow is higher in arteries, this suggests that endothelial SMAD6 expression is induced by homeostatic laminar flow. Thus, we chose conditions of 15 dynes/cm^2^ (d/cm^2^) for 72 h for analysis of SMAD6 function in homeostatic arterial flow responses. Under these conditions, both human umbilical vein endothelial cells (HUVEC) and human arterial endothelial cells (HAEC) showed a two to threefold increase in Smad6 RNA (Supp. Fig 1A, B), consistent with a previous report [41].

We next examined the function of SMAD6 in endothelial cell responses to homeostatic laminar flow, by interrogating HUVEC and HAEC depleted for Smad6 RNA via knockdown (KD) and exposed to flow. We found that both venous and arterial endothelial cells with reduced Smad6 RNA levels failed to align under homeostatic laminar flow, as indicated by cell axis ratio and nuclear displacement angle measured parallel to the direction of flow (Fig. 1a, b, Supp. Fig. 1C–F). Endothelial cell misalignment in response to homeostatic laminar flow occurred with multiple siRNAs targeting Smad6 (Smad6-1 and Smad6-2), including a Smad6 siRNA pool (Smad6-3) (Supp. Fig. 1G, H). Both venous and arterial endothelial cells depleted for Smad6 also had mis-positioned Golgi and centrosomes under flow compared to controls (Fig. 1c, d, Supp. Fig. I–K, not shown), indicating that SMAD6 is important for endothelial cell polarization in response to homeostatic laminar flow. These results show that endothelial cell SMAD6 expression is flow-regulated and induced by homeostatic laminar flow, and that SMAD6 is functionally required for homeostatic flow-mediated endothelial cell alignment and polarization.

**Fig. 1:**
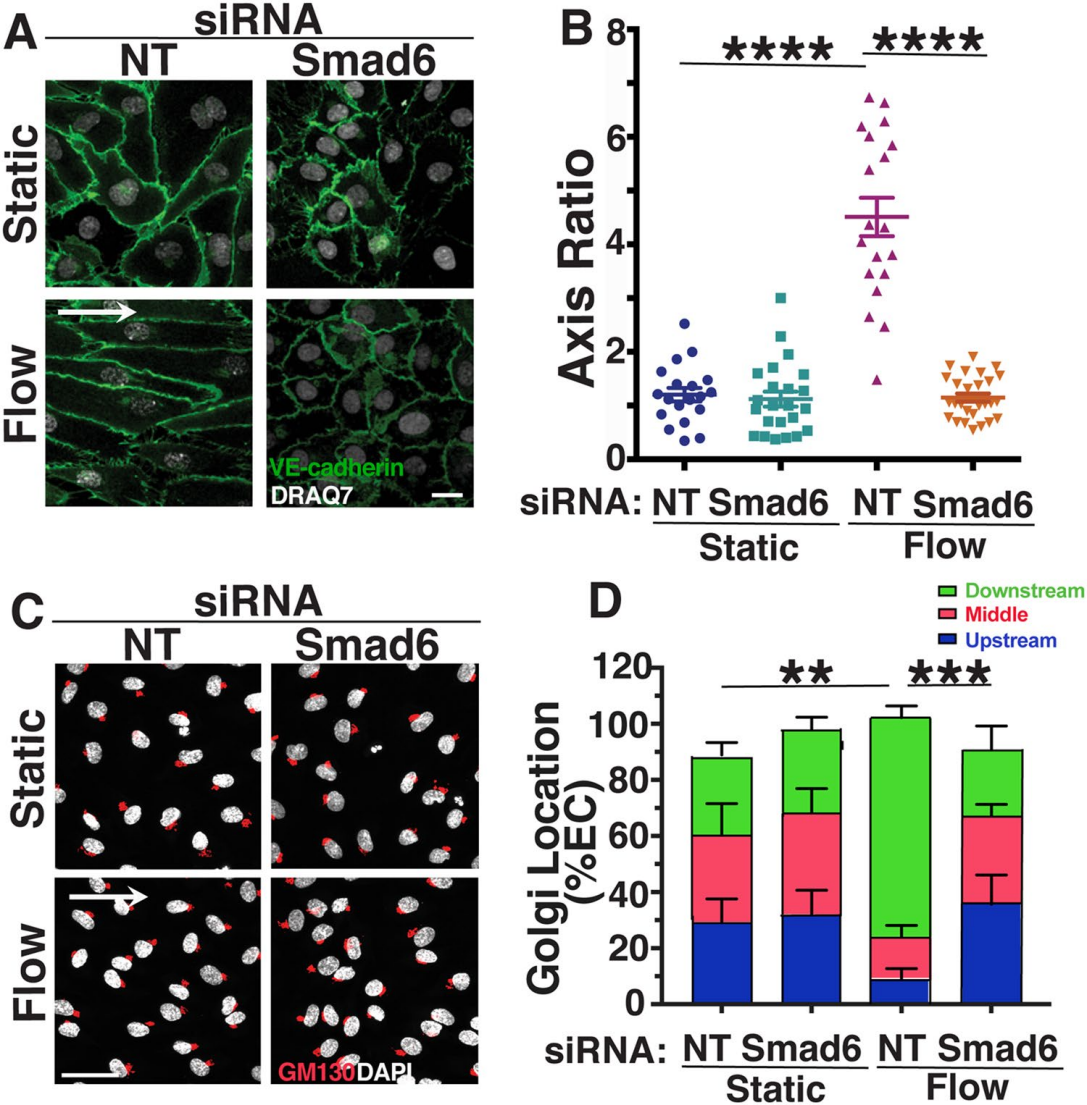
SMAD6 is required for homeostatic endothelial cell flow-mediated alignment and polarization. **a** Representative panels of HUVEC stained with VE-cadherin (green, junctions) and DRAQ7 (white, nucleus) under indicated conditions with indicated treatments. White arrow, flow vector. Scale bar, 20 μM. **b** Quantification of cell axis ratio. Statistical analysis, One-way ANOVA; ****p ≤ 0.0001. *N* = 3, representative experiment shown. **c** Representative panels of HUVEC stained with GM130 (red, Golgi) and DAPI (white, nucleus) under indicated conditions with indicated treatments. White arrow, flow vector. Scale bar, 50 μM. **d** Quantification of Golgi localization relative to nucleus in indicated conditions. ≥ 30 cells/condition were analyzed. Statistical analysis, One-way ANOVA; **p ≤ 0.01; ***p ≤ 0.001. *NT* non-targeting (control) siRNA

### SMAD6 is required downstream of Notch for flow-mediated alignment of endothelial cells

SMAD6 is both a negative regulator of BMP signaling and a transcriptional target of the pathway [38, 44–46]. Consistent with the importance of canonical BMP signaling for endothelial cell flow alignment [47], endothelial cells were misaligned under homeostatic flow when incubated with the BMP inhibitor Crossveinless-2 (CV2) (Supp. Fig. 2A, B). However, since BMP receptors are not identified as direct mechanotransducers of flow-mediated signals, we searched for another pathway more directly linked to mechanotransduction that regulates SMAD6. Notch1 is a direct mechanotransducer of flow-mediated signaling [21, 22], and Notch regulates SMAD6 expression under static (non-flow) conditions [40], leading us to hypothesize that SMAD6 functions downstream of Notch in endothelial cell responses to homeostatic laminar flow. Reduced Notch signaling, via siRNA depletion of Notch1 or by treatment with the γ-secretase inhibitor DAPT which blocks Notch signaling, prevented endothelial cell alignment under homeostatic laminar flow (Fig. 2a, b, Supp. Fig. 2C, D). The misalignment induced by reduced Notch was accompanied by reduced expression of Smad6 RNA relative to controls under flow (Fig. 2c, f), indicating that SMAD6 expression levels are regulated downstream of Notch in endothelial cells and are important for homeostatic flow alignment. Consistent with this idea, ectopic SMAD6 expression rescued the flow-mediated misalignment of endothelial cells downstream of reduced Notch. Upon Notch blockade via DAPT, control endothelial cells transfected with empty vector remained misaligned when exposed to homeostatic laminar flow and did not differ from nearby untransfected cells; in contrast, similarly treated endothelial cells expressing SMAD6 aligned in response to homeostatic laminar flow while nearby untransfected cells remained misaligned (Fig. 2d, e). Endothelial cells over-expressing SMAD6 after Notch1 KD also aligned to homeostatic laminar flow while nearby cells remained misaligned (Fig. 2g, h). Thus SMAD6 over-expression rescued Notch loss-induced endothelial cell misalignment, indicating that SMAD6 is a functional effector of Notch-mediated homeostatic flow alignment in endothelial cells.

**Fig. 2:**
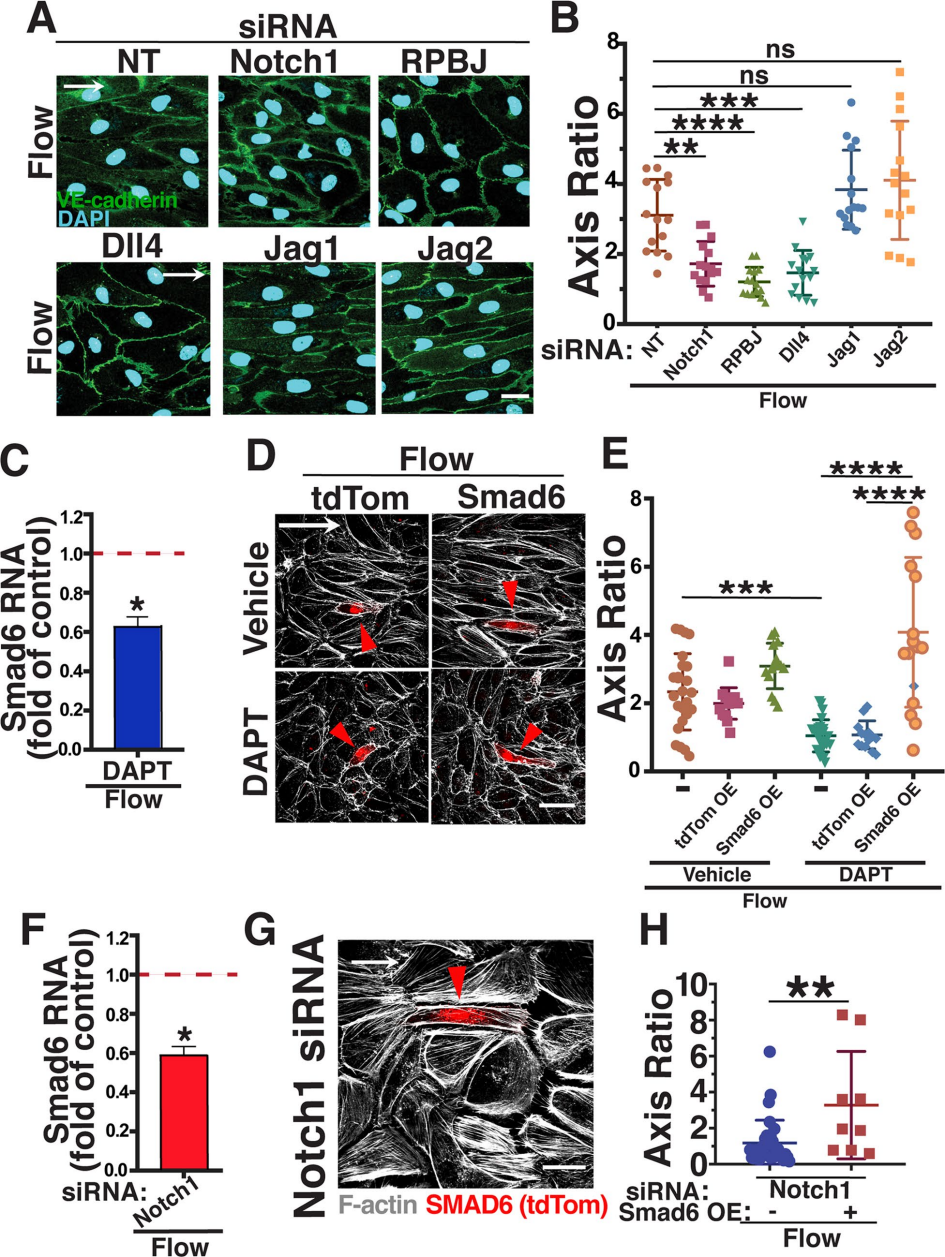
SMAD6 is downstream of Notch in homeostatic endothelial cell flow-mediated alignment. **a** Representative panels of HUVEC stained with VE-cadherin (green, junctions) and DAPI (blue, nucleus) under indicated conditions with indicated treatments. White arrow, flow vector. Scale bar, 20 μM. **b** Quantification of cell axis ratio. Statistical analysis, One-way ANOVA; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001. *N* = 3, representative experiment shown. **c** qPCR RNA levels (normalized to vehicle control under flow) of SMAD6 in HUVEC treated with DAPT under flow. Statistical analysis, Student’s *t*-test; *p ≤ 0.05. **d** Representative panels of HUVEC stained with Phalloidin (F-actin, white) with indicated treatments and expression constructs (Empty Vector (EV) or SMAD6) under flow conditions. White arrow, flow vector. Red arrowhead, positive HUVEC. Scale bar, 50 μM. **e** Quantification of cell axis ratio. Statistical analysis, One-way ANOVA; ***p ≤ 0.001; ****p ≤ 0.0001. *N* = 3, representative experiment shown. **f** qPCR RNA levels (normalized to vehicle control under flow) in HUVEC treated with Notch1 siRNA under flow. Statistical analysis, Student’s *t*-test; *p ≤ 0.05. **g** Representative panels of HUVEC stained with Phalloidin (F-actin, white) with indicated treatments and over-expression construct (SMAD6) under flow conditions. White arrow, flow vector. Red arrowhead, positive EC. Scale bar, 20 μM. **h** Quantification of cell axis ratio. Statistical analysis, One-way ANOVA; **p ≤ 0.01. *N* = 3, representative experiment shown

We next asked which Notch signaling components are required for homeostatic endothelial cell flow alignment. RPBJ is a transcriptional co-activator required for canonical downstream Notch signaling, and endothelial cells with reduced levels of RPBJ had reduced expression of Smad6 RNA (Supp. Fig. 2E). Moreover, RPBJ knockdown led to misalignment of both arterial and venous endothelial cells in response to homeostatic laminar flow (Fig. 2a, b; Supp. Figure 2F–I). Several Notch ligands are expressed in endothelial cells and implicated in Notch responses to flow. Reduced levels of Dll4, but not Jagged1 or Jagged2, resulted in endothelial cells misaligned in response to homeostatic laminar flow (Fig. 2a, b; Supp. Fig. 2F, G), indicating that Dll4-mediated activation of Notch1 signaling is important for homeostatic endothelial cell flow alignment via canonical Notch signaling.

The misalignment induced by RPBJ or Dll4 knockdown was rescued by expression of SMAD6 in HUVEC (Fig. 3a, b), and SMAD6 expression also rescued alignment of arterial endothelial cells with homeostatic laminar flow after RPBJ KD (Supp. Fig. 2H, I), suggesting that Notch regulation of SMAD6 expression is an important component of endothelial cell responses to homeostatic flow. The SMAD6 protein consists of two major domains connected by a linker (Supp Fig. 2J); the N-terminal portion includes several arginine residues that are methylated to regulate SMAD6 activity [48], while the C-terminal portion contains the MH2 protein-interacting domain [49]. Since both major domains are required for the regulatory role of SMAD6 [50], we hypothesized that SMAD6 rescue of homeostatic endothelial cell alignment downstream of Notch required full-length SMAD6. Reduced Notch signaling, either via Notch1 or RPBJ depletion, led to endothelial cell misalignment in response to homeostatic flow that was not rescued by expression of constructs encoding only either the N-terminal or C-terminal portion of SMAD6 (Fig. 3c–f). These data indicate that full-length SMAD6 is required to mediate the effects of Notch signaling on homeostatic endothelial cell flow alignment.

**Fig. 3:**
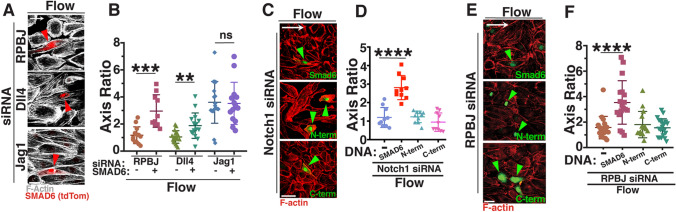
Full-length SMAD6 rescues Notch loss-induced endothelial cell homeostatic flow mis-alignment. **a** Representative panels of HUVEC stained with Phalloidin (F-actin, white) with indicated siRNA treatments and SMAD6 expression construct under flow conditions. White arrow, flow vector. Red arrowheads, positive EC. Scale bar, 50 μM. **b** Quantification of cell axis ratio. Statistical analysis, One-way ANOVA; **p ≤ 0.01; ***p ≤ 0.001; *ns* not significant. *N* = 3, representative experiment shown. **c** Representative panels of HUVEC stained with Phalloidin (F-actin, red) with Notch1 siRNA treatments and expression constructs (full-length SMAD6, N-terminal SMAD6, or C-terminal SMAD6; green) under flow conditions. White arrow, flow vector. Green arrowhead, positive EC. Scale bar, 50 μM. **d** Quantification of cell axis ratio. Statistical analysis, One-way ANOVA; ****p ≤ 0.0001. *N* = 3, representative experiment shown. **e** Representative panels of HUVEC stained with Phalloidin (F-actin, red) with RPBJ siRNA treatment and expression constructs (full-length SMAD6, N-terminal SMAD6, or C-terminal SMAD6; green) under flow conditions. White arrow, flow vector. Green arrowhead, positive EC. Scale bar, 50 μM. **f** Quantification of cell axis ratio. Statistical analysis, One-way ANOVA; ****p ≤ 0.0001. *N* = 3, representative experiment shown

### SMAD6 regulates endothelial cell proliferation

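RNA was sequenced from human umbilical vein endothelial cells (HUVEC), primary cells of the umbilical vein, in 4 conditions with 2 libraries each. SMAD6, the inhibitory SMAD targeted by the siRNA, lies on chromosome 15 of GRCh38 from 66702236 to 66782849 on the plus strand. Its level, as CPM after TMM scaling, was 61.8 and 185 in the NT (non-targeting siRNA) static libraries, replicates 1 and 2, and 53.1 and 129 in the SMAD6 KD static libraries. Under flow it was 35.9 and 36.6 with NT and 26.5 and 20.4 with SMAD6 KD. SMAD6 was thus lower with SMAD6 siRNA than with NT in all 4 pairs of libraries with the same culture condition and replicate number. The differences did not pass the test, with a log2 fold change of −0.44 in static cells (standard error 0.54, adjusted p = 0.761 from edgeR's quasi-likelihood test, n = 2 against 2) and of −0.63 under flow (standard error 0.54, adjusted p = 0.600). SMAD6 was also lower in the flow libraries than in the static libraries with both siRNAs. The log2 fold change for flow was −1.77 with NT (standard error 0.55, edgeR adjusted p = 0.0886, and 0.0489 with the replicate number as a block) and −1.95 with SMAD6 KD (standard error 0.56, edgeR adjusted p = 0.0642, and 0.0339 with the block). Without NT static replicate 1 the edgeR adjusted p for flow was 0.035 with NT and 0.0266 with SMAD6 KD, and without NT static replicate 2 it was 0.0265 with SMAD6 KD. Leaving out NT static replicate 1 keeps only the library at 185 CPM for NT static. By RT-qPCR the paper reports a change in the other direction, more Smad6 RNA under flow than in static cells (Supp. Fig 1A). Its Ki67 staining (higher with Smad6 siRNA) and its RT-qPCR of PCDH12 (higher with flow, reduced with Smad6 siRNA) have the direction of the mean RNA levels under the names used here. RNA of the Ki67 gene MKI67 in static cells was 235 CPM with NT and 418 with SMAD6 KD in replicate 1, but 411 and 385 in replicate 2. Without the replicate block, edgeR called neither the MKI67 differences with SMAD6 KD nor the PCDH12 rise with flow in NT. With the names of the CPM table the shear-induced genes had a median log2 fold change of −0.47 for flow with NT, which argues against those names, while other exchanges of names were not tested. KLF2 and KLF4, transcription factors induced by laminar shear stress, and MKI67, which encodes the proliferation marker Ki67, are shown beside it by library.

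**Figure D1:**
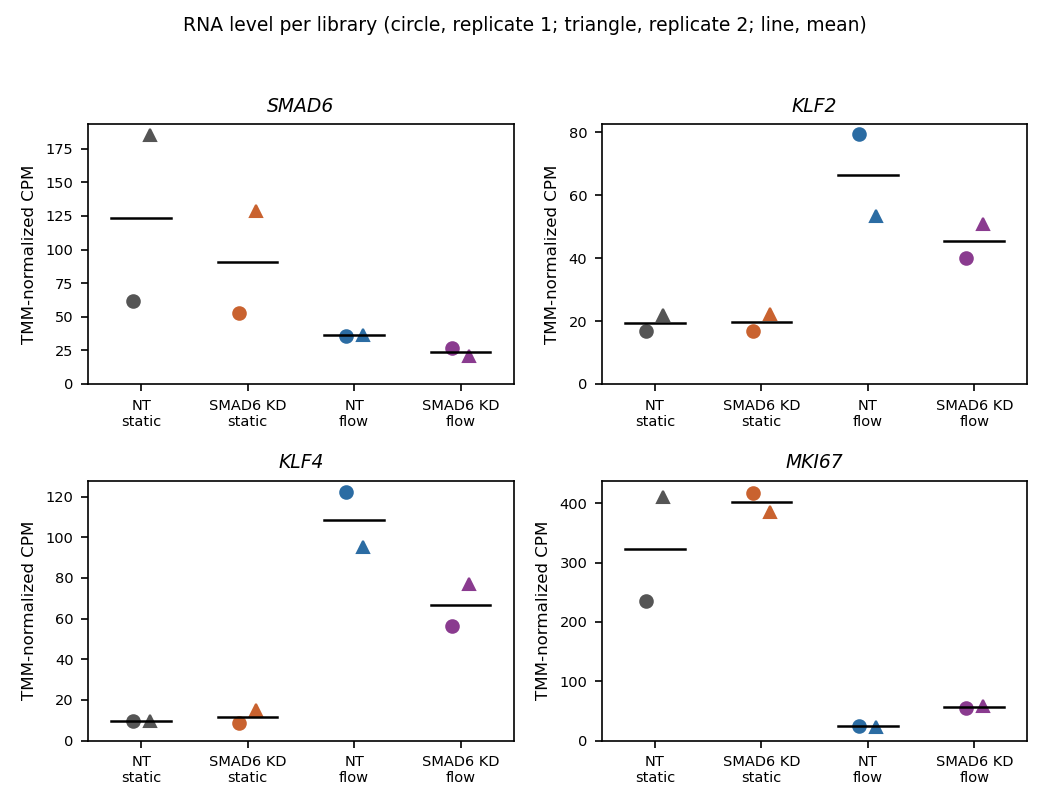
Levels of SMAD6, KLF2, KLF4 and MKI67 in each of the 8 libraries, in CPM after TMM scaling (y axis), by condition (x axis). Circles are replicate 1, triangles replicate 2 and lines the mean of the 2 libraries. SMAD6 lies between 20.4 and 36.6 in the flow libraries and between 53.1 and 185 in the static libraries, KLF4 between 56.3 and 122 under flow and between 8.70 and 14.9 in static cells, and MKI67 between 23.5 and 58.0 under flow and between 235 and 418 in static cells.

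Cells were transfected with siRNA for 30 h (24 h in the sample labels), and flow was laminar, at 15 dynes/cm2 for 72 h. The authors made stranded, poly(A)-selected libraries from 2 independent experiments, aligned the reads to GRCh38 with TopHat2 2.1.1 and counted them per gene with HTSeq 0.6.1 in union mode. Union mode leaves out reads that fall on more than 1 gene, and whether it was set to use the strand is not given in the sources used here, so levels of overlapping and antisense genes are uncertain. The count totals of replicates 1 and 2 were 63482334 and 49552910 in NT static, 48046718 and 51788898 in SMAD6 KD static, 91252899 and 56916490 in NT flow, and 73278530 and 40660013 in SMAD6 KD flow. Their median was 54352694, and 5 of the 8 totals lie above 50000000, which the paper gives as the upper end of its read numbers per sample. Whether a count stands for a read pair or for a single mate is not given in the sources used here, and halved, all 8 totals lie within the paper's range. Counting both mates of most pairs would tend to give an excess of even counts. None was present, with 49.2% to 50.7% of counts even in the 8 libraries. The values here use the count totals. The deposited CPM table holds the same 8 columns as the count table, each divided by its total, but 6 of them carry the name of another library there and 2 the same name. The names of the count table were used, and values under the names of the CPM table are given as an alternative. Of 33694 genes, 25116 had a count in any library and 16980 had enough counts to be tested, with 1 negative binomial model over all 8 libraries and an adjusted p under 0.05 as the threshold.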

To better understand the effects of reduced SMAD6 function on flow-mediated endothelial cell responses, we examined the transcriptome of endothelial cells under homeostatic laminar flow relative to non-flow conditions, and with depleted Smad6 levels, via RNA-seq analysis. 

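Gene levels were strongly correlated between the 2 libraries of each condition. Pearson's r between the 2 libraries of a condition, across the 16980 genes tested on the log2 scale of CPM with a pseudocount of 1, was 0.981 for NT static, 0.984 for SMAD6 KD static, 0.986 for NT flow and 0.993 for SMAD6 KD flow. Between libraries of different conditions it ran from 0.941 to 0.985, so the ranges overlap. The highest were between NT static and SMAD6 KD static of the same replicate number, 0.984 in replicate 1 and 0.985 in replicate 2. Each NT static library was thus closer to that SMAD6 KD library than to the other NT static library (0.981). Between the flow conditions no value exceeded those within them. These are correlations across genes, which are not independent replicates. Over all genes with a count the values within a condition ran from 0.989 to 0.996, and for CPM with no log transform, which the most abundant genes dominate, from 0.928 to 0.993.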

Pearson Correlation Analysis revealed good correlation between experimental replicates of each condition (Supp. Fig. 3A). 

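The first principal component separated every flow library from every static library, and the second separated every SMAD6 KD library from every NT library. They held 61.0% and 17.9% of the variance of the 400 genes with the largest loadings. On the second component the scores were 17.56 and 13.96 in the SMAD6 KD flow libraries against −7.16 and −20.95 in NT flow, and 4.23 and 3.29 in SMAD6 KD static against −5.93 and −5.00 in NT static. The third component, with 13.6% of the variance, separated replicate 1 from replicate 2 in every condition. The same 3 separations were present with all 16980 genes, with the 500 genes of largest variance and with a pseudocount of 5, at 51.0%, 67.6% and 62.0% for the first component.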

Principle Component Analysis (PCA) distinguished transcriptomes of control (non-targeting siRNA) and SMAD6 depleted endothelial cells, and transcriptomes also clustered by flow status (Supp. Fig. 3B). Overall comparisons (33,694 genes) showed that, when binned by flow status, only 1.2% of transcripts were significantly up- or down-regulated with reduced Smad6 levels under non-flow (static) conditions, while 6.9% of transcripts changed with reduced Smad6 levels under homeostatic flow conditions (Supp. Table 1). 

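In static cells 6 genes were lower with SMAD6 KD and none was higher, which is 0.0178% of the 33694 genes, at an adjusted p under 0.05 from edgeR. PLAU, which encodes the urokinase plasminogen activator, fell with a log2 fold change of −3.07 (standard error 0.25, edgeR adjusted p = 0.0210), from 29.2 ± 0.934 to 3.46 ± 0.952 CPM (SD, n = 2). ARPC1A, a subunit of the actin-nucleating Arp2/3 complex, fell by 2.09 on the log2 scale, EPB41L1, a protein that links membrane proteins to the cytoskeleton, by 2.16, PRNP, the prion protein, by 2.99 and ANO2, a calcium-activated chloride channel, by 3.09. The sixth gene was TOMM20, an import receptor of mitochondria, named here after its values were seen. At an unadjusted p under 0.05 the count was 2574, and DESeq2 on the same 8 libraries called 725 genes. Under flow 227 genes differed, 171 higher and 56 lower with SMAD6 KD (0.674% of the genes). Among the higher were INHBA, an activin subunit (log2 fold change 3.87, standard error 0.61, edgeR adjusted p = 0.0369), LRRC17 (3.98), GLYCTK, glycerate kinase (3.63), BEX1 (3.38) and STEAP2, a metalloreductase (3.34). INHBA rose from 12.6 ± 8.37 to 184 ± 36.2 CPM (SD, n = 2). Among the lower were PLVAP, a component of the diaphragms of fenestrae and caveolae (log2 fold change −3.51, standard error 0.61, edgeR adjusted p = 0.0458), EPHB1, a receptor of ephrin-B ligands (−3.97), MYOZ2 (−4.80) and GYPC, glycophorin C (−3.11). EPHB1 fell from 62.5 ± 0.804 to 3.98 ± 0.601 CPM (SD, n = 2). SEMA7A, a semaphorin that laminar shear induces, had a log2 fold change of −2.49 (standard error 0.20, edgeR adjusted p = 0.0152). 
These counts changed when 1 library was left out, also a library that is not in the comparison. Each such fit has fewer libraries to estimate the spread from. Lost calls can therefore be lost power and need not rest on that library. No fit without 1 library, here or below, has the replicate number as a block. The group left with 1 library then holds only 1 replicate number. Its comparisons can take on a difference between replicate numbers, and calls can be gained or lost that way too. In static cells 3 genes were called without NT static replicate 2 and 4 without NT flow replicate 1 or 2, and 0 without any of NT static replicate 1, SMAD6 KD static replicates 1 and 2 and SMAD6 KD flow replicates 1 and 2, by edgeR. Under flow 338 and 341 were called without NT static replicates 1 and 2, 52 and 30 without SMAD6 KD static replicates 1 and 2, 31 without NT flow replicate 1, and 0 without NT flow replicate 2 or either SMAD6 KD flow library. With the replicate number as a block the counts were 238 in static cells (96 higher, 142 lower) and 1080 under flow (700 higher, 380 lower).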

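With NT, flow raised 544 genes and lowered 757, in all 1301 or 3.86% of the genes, by edgeR at an adjusted p under 0.05. With SMAD6 KD, flow raised 952 and lowered 898, in all 1850 or 5.49%. Some of the genes induced by laminar shear stress rose with both siRNAs. Of 21 such genes, 10 rose with NT (15 when adjusted over the list alone, 16 with the replicate block) and 11 with SMAD6 KD (12 when adjusted over the list alone), and none fell. The camera test of this list gave an adjusted p of 9.3e-17 with NT and 1.05e-12 with SMAD6 KD (adjusted p = 0.0908 and 0.109 with an estimated correlation). KLF4 had a log2 fold change of 3.49 with NT (standard error 0.31, edgeR adjusted p = 0.00242) and of 2.5 with SMAD6 KD (standard error 0.29, edgeR adjusted p = 0.00373), and KLF2 of 1.77 and 1.22 (edgeR adjusted p = 0.0122 and 0.0287). SEMA7A rose by 3.56 and 2.17 on the log2 scale, and ASS1, argininosuccinate synthase, which recycles the substrate of nitric oxide synthesis, by 3.27 and 5.37. CTSH, a lysosomal cathepsin, rose by 1.56 with NT, and AQP1, a water channel, by 5.98 with SMAD6 KD. ANGPT2, an antagonist ligand of the TIE2 receptor, had the largest fall of the genes named, with a log2 fold change of −6.87 with NT (standard error 0.82, edgeR adjusted p = 0.00626) and −7.03 with SMAD6 KD (standard error 0.83, edgeR adjusted p = 0.00373). It stood at 126 ± 94.1 and 1.09 ± 0.256 CPM in NT static and NT flow, and at 143 ± 89.1 and 1.05 ± 0.607 in SMAD6 KD static and SMAD6 KD flow (SD, n = 2). 
The other large increases with NT were in APLNR, the apelin receptor of venous endothelium (6.41), CLEC3B, tetranectin (6.27), ELN, elastin (6.04), ITLN1, intelectin-1 (5.87), and COL23A1, a transmembrane collagen (5.67). TLL1, a secreted protease of the BMP1 family (−5.36), the interferon-induced IFI44L (−4.53), CTHRC1 (−4.51) and the mitotic spindle protein ASPM (−4.06) fell. With SMAD6 KD the largest increases were in ITLN1 (9.97), ELN (8.69), VIPR1, a receptor of vasoactive intestinal peptide (7.65), SEMA5A (7.16) and CLEC3B (6.72). GMFG (−4.70), ETV4, an ETS transcription factor (−4.66), KIAA0040 (−4.38) and the IGF-binding protein IGFBP3 (−4.28) fell with SMAD6 KD. At an unadjusted p under 0.05, 4733 genes were called with NT and 4773 with SMAD6 KD, and with the replicate block 2694 and 3031. For NT the count fell to 361 without NT static replicate 2, 414 and 397 without NT flow replicates 1 and 2, and 652 and 647 without SMAD6 KD flow replicates 1 and 2. For SMAD6 KD it fell to 686 and 921 without SMAD6 KD static replicates 1 and 2, and to 483 and 279 without SMAD6 KD flow replicates 1 and 2. Of the genes named for the NT comparison in all passages 39 passed the test, and 24 to 37 of them passed it when any 1 library was left out. Of 40 named for SMAD6 KD, 22 to 39 did. Of the genes above, the calls of KLF2 with SMAD6 KD and of VIPR1 and GMFG were lost without any 1 of the 4 SMAD6 KD libraries, with edgeR adjusted p up to 0.190, 0.109 and 0.178. ETV4 was lost without either SMAD6 KD flow library and IGFBP3 also without SMAD6 KD static replicate 1, with edgeR adjusted p up to 0.111 and 0.164. With NT, the calls of APLNR, CLEC3B and ELN were lost without NT static replicate 2 (edgeR adjusted p = 0.0651, 0.0524 and 0.0691). TLL1 was lost without any 1 of the 4 NT libraries and IFI44L without NT static replicate 1 or any 1 of the 4 flow libraries, with edgeR adjusted p up to 0.113 and 0.129.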

When binned by depletion condition, control endothelial cells under static vs. flow conditions had 6.7% of transcripts showing expression level changes, while Smad6 KD cells had 8.9% of transcripts changed in static vs. flow conditions. These numbers suggest that the magnitude of flow-mediated changes is greatest in endothelial cells with reduced Smad6 levels, consistent with a role for SMAD6 in endothelial cell flow responses.

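Across all 16980 genes tested, the median size of the flow response was 0.43 on the log2 scale with both siRNAs, and the SD of the responses was 1.04 with NT and 1.15 with SMAD6 KD, a difference that was not tested. Among the genes named, ITLN1 and ELN had larger log2 fold changes with SMAD6 KD than with NT, while MKI67, KLF2 and KLF4 had smaller ones. None of these differences passed edgeR's test of the flow response with SMAD6 KD minus that with NT. That difference was 4.10 for ITLN1 (standard error 1.30, edgeR adjusted p = 0.440), 2.65 for ELN (standard error 1.05, edgeR adjusted p = 0.518), 0.92 for MKI67 (standard error 0.36, edgeR adjusted p = 0.516), −0.55 for KLF2 (standard error 0.37, edgeR adjusted p = 0.696) and −0.99 for KLF4 (standard error 0.40, edgeR adjusted p = 0.518). By this test no gene of the 16980 differed in its flow response between SMAD6 KD and NT, and none did without any 1 library. At an unadjusted p under 0.05 the count was 1566. DESeq2 called 243 genes, edgeR with the replicate block 23 (22 higher, 1 lower), and edgeR with no filter on low counts 113.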

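In SMAD6 KD cells under flow, most genes of the G2 and M phases were lower, and many genes induced by laminar shear higher, than in NT static cells. Of 54 genes of the G2 and M phases, 41 were lower and none was higher (47 lower when adjusted over the list alone), with a median log2 fold change of −1.69. Of 21 genes induced by laminar shear, 11 were higher and none lower (12 and 1 when adjusted over the list alone), with a median of 1.34. MKI67 was lower by 2.53 on the log2 scale (−2.53, standard error 0.27, edgeR adjusted p = 0.00908), KLF4 was higher by 2.78 (standard error 0.30, edgeR adjusted p = 0.00910) and KLF2 by 1.22 (standard error 0.26, edgeR adjusted p = 0.0374). JAG2, a Notch ligand, was higher by 1.39 (standard error 0.31, edgeR adjusted p = 0.0407). DCHS1, a large atypical cadherin, was lower, with a log2 fold change of −1.22 (standard error 0.21, edgeR adjusted p = 0.0211), and so was SMAD6 itself, with −2.39 (standard error 0.56, edgeR adjusted p = 0.0467). CDH5, which encodes VE-cadherin, stood at −0.05 (edgeR adjusted p = 0.931) and TEK, the receptor TIE2, at 0.13 (edgeR adjusted p = 0.779), neither past the test. PCDH12 had −1.33 (standard error 0.43, edgeR adjusted p = 0.100, and 0.0267 with the replicate block), and BMP6, a BMP ligand, 1.17 (edgeR adjusted p = 0.0517, and 0.0239 with the block). Of 47 genes of cell-cell junctions 3 were higher and 3 lower (7 and 5 when adjusted over the list alone), and of 43 S phase genes 1 was higher and 5 were lower (1 and 8 when adjusted over the list alone). In all, 1240 genes differed (627 higher, 613 lower), or 3.68% of the genes, and 2541 with the replicate block. 
The count fell when any 1 of the 4 libraries compared was left out. That leaves a group with 1 library, so lost calls can be lost power. With all 8 libraries, 4607 genes had an unadjusted p under 0.05 by edgeR. The G2 and M phase count was 17 without NT static replicate 2 and the shear count 6 and 4 without NT static replicates 1 and 2, and both were 0 without either SMAD6 KD flow library. The junction and S phase counts were 0 without NT static replicate 2 or either SMAD6 KD flow library. The calls of MKI67 and KLF4 were lost without either SMAD6 KD flow library (edgeR adjusted p up to 0.0923 and 0.0832), that of DCHS1 also without NT static replicate 2 (up to 0.200 by edgeR) and that of KLF2 without any 1 of the 4 libraries compared (up to 0.252 by edgeR). That of SMAD6 held only without NT static replicate 1, SMAD6 KD static replicate 1 or SMAD6 KD static replicate 2, and that of JAG2 was lost without any 1 of the 8 libraries (edgeR adjusted p up to 0.300 and 0.236).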

Despite the fact that flowed EC with Smad6 KD morphologically resembled non-flowed EC [NT (static) vs. Smad6 KD (flow)], 7.9% of analyzed genes (2655/33,694) differed in relative expression between these gene sets, even more than the 6.7% that differed between static and flow without Smad6 manipulation (Supp. Table 1). 

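Most genes of cell division were higher in SMAD6 KD static cells than in NT flow cells, and some junction and shear-induced genes were lower. Of 54 genes of the G2 and M phases, 52 were higher and none was lower (53 higher when adjusted over the list alone), with a median log2 fold change of 3.39. Of 43 S phase genes, 38 were higher and none lower (41 when adjusted over the list alone), with a median of 2.27. MKI67 was higher by 4.07 (standard error 0.29, edgeR adjusted p = 0.000664). Of 21 genes induced by laminar shear, 13 were lower (14 when adjusted over the list alone) and none higher, with KLF4 at −3.20 (standard error 0.30, edgeR adjusted p = 0.000954) and KLF2 at −1.76 (standard error 0.27, edgeR adjusted p = 0.00486). PCDH12 had a log2 fold change of −3.74 (standard error 0.47, edgeR adjusted p = 0.00233), EPHA4, an ephrin receptor, of −2.58 (standard error 0.16, edgeR adjusted p = 0.000664), TEK of −1.82, CDH5 of −1.71, DCHS1 of −1.44 and ITGB1, the integrin beta-1 subunit, of −1.41. PECAM1, an adhesion molecule of endothelial junctions, had −1.46 (standard error 0.24, edgeR adjusted p = 0.00713). All of these single-gene calls held without any 1 library. JAG2 (−1.36, edgeR adjusted p = 0.0214) and ACVRL1 (−1.05, edgeR adjusted p = 0.0250) were lower too. The call of JAG2 was lost without either SMAD6 KD static library or NT flow replicate 2 (edgeR adjusted p up to 0.112), and that of ACVRL1 held only without NT static replicate 1 or 2 or NT flow replicate 2 (up to 0.124 by edgeR). Of 76 cadherin and protocadherin genes 35 were lower and none higher (38 lower and 2 higher when adjusted over the list alone), and of 47 junction genes 14 were lower and 2 higher (15 and 3 when adjusted over the list alone). The cadherin count was 16 without SMAD6 KD static replicate 1 and 18 without NT flow replicate 1, and 24 to 31 without another library, and that of lower junction genes was 8 without SMAD6 KD static replicate 1 and 9 without NT flow replicate 1. SMAD6, at 1.33 (edgeR adjusted p = 0.124), and the reference gene GAPDH, at −0.48 (edgeR adjusted p = 0.178), did not pass. In all, 3554 genes differed (1860 higher, 1694 lower in SMAD6 KD static), or 10.6% of the genes, and 6115 at an unadjusted p under 0.05. The count was 1776 and 2346 without SMAD6 KD static replicates 1 and 2, and 1708 and 1695 without NT flow replicates 1 and 2, by edgeR.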

Finally, the greatest change in gene expression (11.2%) was seen when comparing flowed normal EC to non-flowed EC with Smad6 KD (Supp. Table 1). 

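Of the genes called for flow, 748 were called with both siRNAs, 744 in the same direction and 4 in opposite directions, where 142 would be shared by independent lists of these sizes. The 2 comparisons share no library, but both use the spread of each gene estimated over all 8 libraries. The 2 lists can overlap more for that reason, so 142 is only a reference. A further 553 genes, 42.5% of those called with NT, passed the threshold with NT and not with SMAD6 KD, and 1102, 59.6% of those called with SMAD6 KD, passed it with SMAD6 KD and not with NT. Genes that passed with NT only include the interferon-induced IFI6, MX2 and IFI44L, and PARD6A, a cell polarity protein, at 2.68 on the log2 scale with NT (standard error 0.53, edgeR adjusted p = 0.0268). It stood at 1.49 with SMAD6 KD (edgeR adjusted p = 0.0982). Genes that passed with SMAD6 KD only include GJA5, the arterial gap junction protein connexin 40, at 5.78 with SMAD6 KD (standard error 1.12, edgeR adjusted p = 0.0197) and 1.96 with NT (edgeR adjusted p = 0.220). FN1, fibronectin, was at 2.02 (standard error 0.35, edgeR adjusted p = 0.0139) and 0.33 (edgeR adjusted p = 0.564). TEK passed with SMAD6 KD (0.99, standard error 0.25, edgeR adjusted p = 0.0461) and not with NT (0.95, standard error 0.25, edgeR adjusted p = 0.0588, and 0.0304 with the replicate block), a difference between the responses of 0.04 (standard error 0.35, edgeR adjusted p = 0.988). None of the 553 or the 1102 genes passed edgeR's test of the difference between the 2 flow responses, and with the replicate block 1 of 1256 and 7 of 1593 did. DESeq2 on the 8 libraries gave 1263 and 1485 such genes, of which 62 and 137 passed its test of the difference. 

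**Figure D2:**
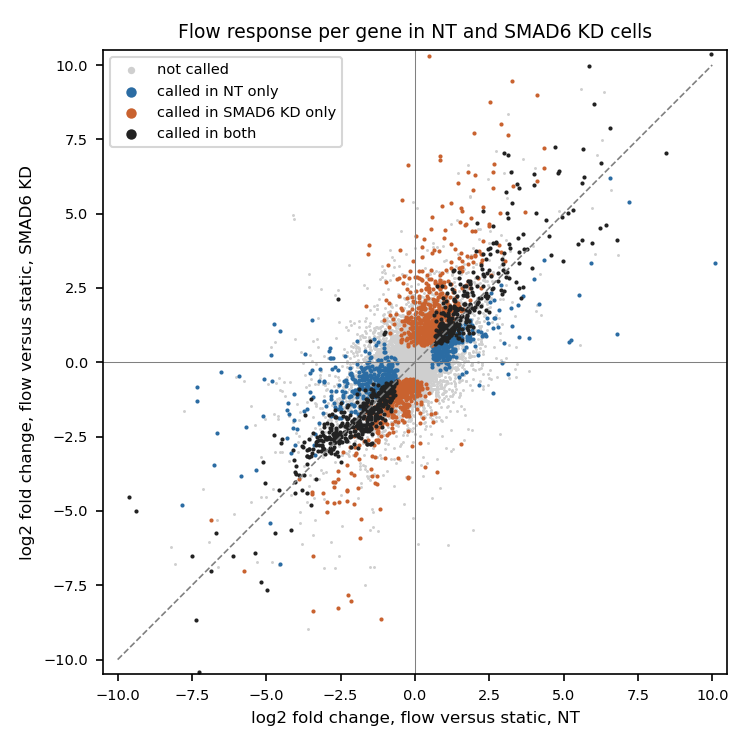
Log2 fold change of each gene tested for flow minus static with NT (x axis) and with SMAD6 KD (y axis), both axes drawn from −10 to 10, with the dashed line marking equal responses. Colors mark the genes called with both siRNAs (748), with NT only (553), with SMAD6 KD only (1102) and with neither. Pearson's r across the 16980 genes was 0.664 and Spearman's rho 0.599.

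The number called with NT only was 285 and 85 without NT static replicates 1 and 2, and 104 and 81 without NT flow replicates 1 and 2. The number called with SMAD6 KD only was 264 and 395 without SMAD6 KD static replicates 1 and 2, and 213 and 93 without SMAD6 KD flow replicates 1 and 2. Without any 1 of these 4 SMAD6 KD libraries the order of the 2 numbers turned, with 823, 705, 382 and 461 genes called with NT only. The share called with NT only ran from 20.4% without NT flow replicate 2 to 71.2% without SMAD6 KD flow replicate 2. The call of TEK with SMAD6 KD held only without NT flow replicate 1 or 2. That of GJA5 was lost without SMAD6 KD static replicate 1 or either SMAD6 KD flow library (edgeR adjusted p up to 0.0861), as was that of FN1 (up to 0.0990 by edgeR). That of PARD6A with NT was lost without NT static replicate 2, NT flow replicate 1 or either SMAD6 KD flow library (up to 0.117 by edgeR). Without NT flow replicate 2, TEK passed with NT (1.27, edgeR adjusted p = 0.0427).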

We next looked at individual gene sets, and found that a significant number of genes normally flow-responsive (up or down) became non-responsive with Smad6 KD (1041/2262, 46%), and that an even larger group of genes that were normally non-responsive to flow became flow-responsive (up or down) with Smad 6 KD (1782) (Supp. Fig. 3C–F shows top 50 genes/category; Supp Fig. 3G shows overlap). 

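Of the 744 genes that flow changed in the same direction with both siRNAs, 23 also differed between SMAD6 KD and NT under flow. In 21 of these 23 the static difference between SMAD6 KD and NT had the same sign, and in 16 it was more than 0.5 of that under flow, but none of the 23 was called in static cells by edgeR. EPHA4 is an example, with a log2 fold change for SMAD6 KD minus NT of −1.39 in static cells (standard error 0.16, edgeR adjusted p = 0.0500, just above the threshold, and 0.0199 with the replicate block). The helicase subunit MCM6 (1.58 in static cells) and CDC45 (1.85), both needed to start DNA replication, the phosphatase PTPRM of cell contacts (−1.21) and the TGF-beta family antagonist FST (2.55) also had a static difference of the same sign as under flow. SEMA7A (−1.11 in static cells against −2.49 under flow) and GLYCTK (1.36 against 3.63) differed more under flow. ITLN1 (−0.93 against 3.17) and ABLIM1, an actin-binding LIM protein (−0.43 against 1.20), were of opposite sign. FST, at a low mean of 1.37 CPM, PTPRM and ABLIM1 were named here after their values were seen. With the replicate block 197 of 1417 such genes differed under flow, 176 with the same sign and 126 with more than 0.5 of the difference in static cells, and 36 of these were called there. Across all genes tested the differences between SMAD6 KD and NT in static cells and under flow had a Pearson's r of 0.337 and a Spearman's rho of 0.339, and these 2 comparisons share no library. For each gene the gap between its 2 SMAD6 KD differences equals the gap between its 2 flow responses. Choosing genes with concordant flow responses can therefore favor like signs in the 23 genes. The share among the other genes called for SMAD6 KD under flow is not given here. The calls under flow are lost without NT flow replicate 2 or either SMAD6 KD flow library, where edgeR calls 0 genes.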

Finally, many genes that appeared concordant in direction of flow-responsiveness between control and Smad6 KD had baseline (non-flow) changes (up or down) that led to expression changes under flow in Smad6 KD relative to control (data not shown). 

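Genes called for flow with NT tended to respond less with SMAD6 KD, and genes called with SMAD6 KD tended to respond less with NT. Of the 1301 genes called with NT, 892 (68.6%) had a smaller log2 fold change with SMAD6 KD, with a median ratio of 0.817. Of the 1850 called with SMAD6 KD, 1501 (81.1%) had a smaller one with NT, with a median ratio of 0.650. Part of this follows from choosing genes by their size in 1 of the 2 groups, which favors a smaller value in the other. Among the 748 called with both, 341 (45.6%) were smaller with SMAD6 KD and the median ratio was 1.03. Of the 553 genes called with NT only, 503 (91.0%) had a response of the same sign with SMAD6 KD, at a median ratio of 0.449, and 270 reached an unadjusted p under 0.05 there. Of the 1102 called with SMAD6 KD only, 973 (88.3%) had the same sign with NT, at a median ratio of 0.420, and 534 reached an unadjusted p under 0.05. By gene group, the S phase list fell more with SMAD6 KD than with NT, with a median difference between the responses of −0.31 (limma camera adjusted p = 5.73e-07, adjusted p = 0.384 with an estimated correlation), and the cadherin list rose more, with a median difference of 0.56 (limma camera adjusted p = 0.00298, adjusted p = 0.413 with an estimated correlation). In the same test mural and fibroblast markers, of another cell type, had a median difference of 2.00 (limma camera adjusted p = 4.16e-05, adjusted p = 0.312 with an estimated correlation). The mitochondrially encoded genes had −0.66 (limma camera adjusted p = 0.00142, adjusted p = 0.542 with an estimated correlation, and 0.226 without NT flow replicate 2). The shear-induced list had a median difference of −0.13 (limma camera adjusted p = 0.582) and the G2 and M phase list of 0.18 (limma camera adjusted p = 0.358), and the latter passed without NT static replicate 1 (1.43e-06) or 2 (0.0268). No member of the S phase, cadherin, shear-induced and G2 and M phase lists passed edgeR's test of the difference, while with the replicate block CELSR1, an atypical cadherin of planar polarity, did (1.81, standard error 0.23, edgeR adjusted p = 0.215, and 0.0479 with the block).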

We conclude that reduced SMAD6 levels have multiple impacts on the EC transcriptome under homeostatic laminar flow: (1) dampened expression changes for some flow-responsive genes; (2) about half of flow-responsive genes becoming non-responsive; and (3) aberrant up- and down-regulation of genes usually not responsive to flow. This analysis supports that SMAD6 is a key regulator of endothelial cell flow responses.

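Single genes give the range of these effects. BMP6 stood at 1.22 for SMAD6 KD minus NT under flow (standard error 0.29, edgeR adjusted p = 0.0801, and 0.0392 with the replicate block), and DLL4, the Notch ligand, at −2.33 for flow with NT (standard error 0.62, edgeR adjusted p = 0.0588, and 0.00678 with the block) and 0.22 with SMAD6 KD (edgeR adjusted p = 0.849). The difference between these DLL4 responses was 2.55 (standard error 0.84, edgeR adjusted p = 0.460). DLL4 passed for flow with NT without either SMAD6 KD static library (edgeR adjusted p = 0.0202). JAG2 rose with flow with SMAD6 KD (1.62, standard error 0.31, edgeR adjusted p = 0.0194) and stood at 1.13 with NT (edgeR adjusted p = 0.0646, and 0.0240 with the block). Its call with SMAD6 KD was lost without SMAD6 KD static replicate 1 or 2 or SMAD6 KD flow replicate 2 (edgeR adjusted p up to 0.109), and with NT it passed without either SMAD6 KD flow library (edgeR adjusted p = 0.0400 and 0.0394). ACVRL1, the receptor ALK1, stood at 0.95 with NT and 0.88 with SMAD6 KD (edgeR adjusted p = 0.0589 and 0.0640, and 0.0384 and 0.0443 with the block). Without either NT flow library it passed with SMAD6 KD (edgeR adjusted p = 0.0492 and 0.0495). PECAM1 stood at 0.73 for flow with NT (edgeR adjusted p = 0.0997, and 0.0460 with the block). NOTCH1, RBPJ, JAG1, ENG, SMAD4, BMP2 and GAPDH passed in none of the 4 comparisons of siRNA or flow, with or without the block. From the shares of genes that pass the threshold and the overlap of the lists, the paper reasons that SMAD6 depletion changes the flow response. In its reading some genes are lost from the response and others gained. It proposes that SMAD6 regulates how endothelial cells respond to flow. The paper's other evidence is failed alignment and polarization under flow and reduced barrier function with Smad6 siRNA. SMAD6 expression also restored alignment after loss of Notch signaling. The RNA values here do not bear on that evidence.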

Smad6 expression is upregulated in lung EC of adult mice relative to infants [51], suggesting a role in vascular quiescence. 

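Most genes of DNA replication and division had higher levels with SMAD6 KD than with NT, while few single genes passed the test. Of 43 S phase genes, none was called in static cells at an adjusted p under 0.05 over all genes tested (38 higher when adjusted over the list alone, 16 with the replicate block, 31 by DESeq2), and all 43 had a log2 fold change above 0, with a median of 1.11. The camera test gave an adjusted p of 1.25e-40 (adjusted p = 0.119 with an estimated correlation). Subunits of the replicative helicase had the smallest adjusted p of the list, MCM5 with 1.61 (standard error 0.19, edgeR adjusted p = 0.0531, and 0.0192 with the block), MCM6 with an edgeR adjusted p of 0.0627 and MCM7 with 1.26 (standard error 0.18, edgeR adjusted p = 0.0627), both 0.0207 with the block. PCNA, the sliding clamp of DNA polymerase, had 1.20 (standard error 0.18, edgeR adjusted p = 0.0648, and 0.0275 with the block). Under flow 4 of the 43 rose and none fell (16 when adjusted over the list alone, 13 with the block), with a median of 0.55 and a limma camera adjusted p of 9.03e-10 (adjusted p = 0.312 with an estimated correlation). These 4 were ATAD2, a chromatin ATPase (1.38, standard error 0.23, edgeR adjusted p = 0.0421), MCM6 (1.28, 0.0443), TIPIN, a replication fork protein (0.91, 0.0477), and CDC45 (1.58, 0.0489). Of 54 genes of the G2 and M phases, none was called in static cells (6 higher when adjusted over the list alone, 1 with the block, 6 by DESeq2) or under flow (27 when adjusted over the list alone, 14 with the block, 22 by DESeq2). Their median log2 fold change was 0.63 in static cells and 0.85 under flow, with limma camera adjusted p of 1.8e-16 and 9.12e-17 (adjusted p = 0.402 with an estimated correlation in both). CKS2, a binding partner of cyclin-dependent kinases, had 1.29 in static cells (edgeR adjusted p = 0.0965, and 0.0249 with the block). KIF11, a spindle motor, had 1.40 under flow (edgeR adjusted p = 0.0505, and 0.0244 with the block). PSRC1 (1.56, edgeR adjusted p = 0.0553), the spindle checkpoint kinase TTK (1.55, 0.0584) and PIMREG (1.44, 0.0606) came next under flow, and passed with the block (edgeR adjusted p = 0.0106, 0.0266 and 0.0243). MKI67 had 0.31 in static cells (standard error 0.25, edgeR adjusted p = 0.612) and 1.23 under flow (standard error 0.26, edgeR adjusted p = 0.0643, and 0.0305 with the block). Of 15 inhibitors of the cell cycle none was called in static cells (1 higher and 2 lower when adjusted over the list alone) or under flow (0 when adjusted over the list alone), with medians of 0.03 and 0.12 (limma camera adjusted p = 0.582 and 0.745). At an unadjusted p under 0.05, edgeR called 2574 genes of all those tested in static cells and 3169 under flow. 
With flow, most genes of the G2 and M phases and some S phase genes fell. With NT 46 of the 54 genes of the G2 and M phases fell and none rose (48 when adjusted over the list alone), among them MKI67 with −3.76 (standard error 0.28, edgeR adjusted p = 0.00232), DLGAP5 (−3.48), and the kinetochore proteins CENPE (−3.62) and CENPF (−3.23). With SMAD6 KD 49 fell (50 when adjusted over the list alone), among them MKI67 with −2.84 (standard error 0.27, edgeR adjusted p = 0.00264), CDC20, an activator of the anaphase-promoting complex (−2.62), DLGAP5 (−3.03), CENPE (−2.93) and CENPF (−2.78). Of the S phase genes 20 fell with NT (32 lower and 1 higher when adjusted over the list alone), with the smallest edgeR adjusted p in RAD51AP1 (−2.71), ATAD2 (−1.84), BLM (−1.77) and EXO1 (−1.93), proteins of DNA repair or chromatin. With SMAD6 KD 33 fell (39 when adjusted over the list alone), with the smallest in BLM (−2.42), MCM7 (−1.76), MCM5 (−1.84) and MCM4 (−2.24). The limma camera adjusted p of the 2 lists for flow were 7.43e-85 and 9.66e-17 with NT (adjusted p = 0.236 with an estimated correlation in both) and 1.61e-73 and 3.24e-33 with SMAD6 KD (adjusted p = 0.236 and 0.145 with an estimated correlation). The inhibitors had 2 genes higher and none lower with NT (3 and 1 when adjusted over the list alone) and 1 of each with SMAD6 KD. 

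**Figure D3:**
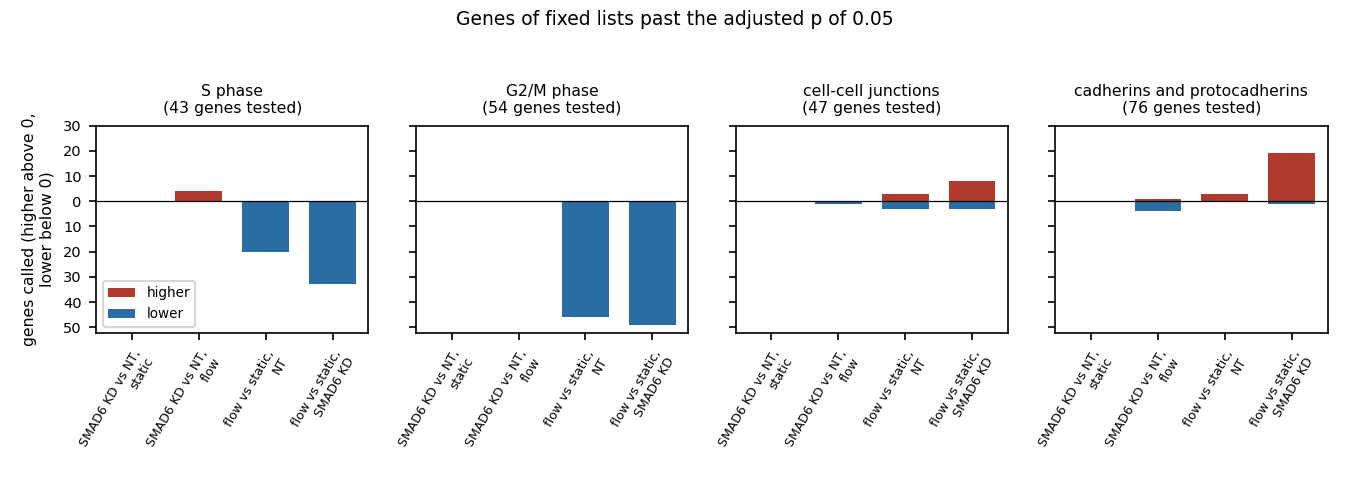
Number of genes called higher (bars above 0) and lower (bars below 0) at an edgeR adjusted p under 0.05 in 4 comparisons (x axis), for the S phase (43 genes), G2 and M phase (54), cell-cell junction (47) and cadherin and protocadherin (76) lists. The largest bars are the 46 and 49 genes of the G2 and M phases that fell with flow with NT and with SMAD6 KD.

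The 4 S phase calls for SMAD6 KD under flow became 0 without either SMAD6 KD static library, either NT flow library or either SMAD6 KD flow library, and TIPIN was lost without any 1 library, with edgeR adjusted p from 0.0503 to 0.290. Without NT static replicate 1, MKI67 (edgeR adjusted p = 0.0310), KIF11 (0.0309), TTK (0.0309), PIMREG (0.0388) and PSRC1 (0.0455) passed under flow, and without NT static replicate 2 likewise (0.0311, 0.0311, 0.0308, 0.0403 and 0.0462). The count of the G2 and M phases under flow went from 0 to 12 without NT static replicate 1 or 2. For flow with NT the S phase count was 8 without NT static replicate 2, 11 and 3 without NT flow replicates 1 and 2, and 12 without SMAD6 KD flow replicate 1 or 2. BLM was lost without NT flow replicate 1 and EXO1 without NT flow replicate 2 (edgeR adjusted p = 0.0534 and 0.0521). For flow with SMAD6 KD it was 13 and 9 without SMAD6 KD flow replicates 1 and 2, where that of the G2 and M phases was 32 without replicate 2.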

Consistent with this idea, Gene Ontogeny (GO) Analysis to identify cellular processes significantly affected by Smad6 depletion revealed that transcripts associated with the cell cycle were enriched in endothelial cells with reduced Smad6 levels, independent of flow status (Supp Fig. 3H). We hypothesized that endothelial cell proliferation is negatively regulated by SMAD6, and we found that expression of the proliferation marker Ki67 was increased with Smad6 depletion under both static and homeostatic flow conditions (Supp Fig. 3I, J). BrdU incorporation, which labels S-phase cells, was increased upon Smad6 depletion in both static conditions and trending upward under flow conditions (Supp Fig. 3K, L). Thus, repression of endothelial cell proliferation that is a prerequisite of vascular quiescence requires SMAD6.

### SMAD6 regulates endothelial cell barrier function and junctions

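Most genes of cell-cell junctions had lower levels with SMAD6 KD than with NT in static cells, and no single gene passed the test. The junction list holds CDH5, TEK and PCDH12. The list of cadherins and protocadherins holds CDH5, DCHS1 and PCDH12, and that of integrins ITGB1. The study chose these genes for the heat map of Fig. 4d on these samples, so their part in the lists is not independent evidence. Of 47 junction genes, listed from general knowledge of endothelial junctions, none was called in static cells (1 higher and 2 lower when adjusted over the list alone, the same with the replicate block, 1 and 4 by DESeq2), and 8 had a log2 fold change above 0. The median was −0.36, with a limma camera adjusted p of 0.000679 (adjusted p = 0.312 with an estimated correlation). Without SMAD6 KD static replicate 1 the limma camera adjusted p was 0.0819. The alpha-catenin gene CTNNA1, which links cadherins to actin, had −0.72 (standard error 0.19, edgeR adjusted p = 0.157), PECAM1 had −0.72 (standard error 0.24, edgeR adjusted p = 0.224), and the armadillo protein PKP4 had 0.99 (standard error 0.19, edgeR adjusted p = 0.0948, and 0.0404 with the block). Under flow 1 of the 47, PCDH12, fell and none rose (2 higher and 4 lower when adjusted over the list alone, 3 and 2 with the block), with a median of −0.17 (limma camera adjusted p = 0.118, and 0.0403 without NT flow replicate 2). PKP4 had 1.03 (standard error 0.19, edgeR adjusted p = 0.0500, just above the threshold, and 0.0188 with the block). F11R, the tight junction protein JAM-A, had 1.25 (edgeR adjusted p = 0.0901, and 0.0165 with the block), and ROBO4, a receptor of endothelial stability, −1.13 (edgeR adjusted p = 0.0975). The junction count under flow was 1 higher and 1 lower without NT static replicate 1 or 2, 1 higher and 0 lower without SMAD6 KD static replicate 1, and 0 without SMAD6 KD static replicate 2, NT flow replicate 2 or either SMAD6 KD flow library. PKP4 passed without NT static replicate 1 or 2 (edgeR adjusted p = 0.0419 and 0.0420). 
Among 76 cadherins and protocadherins none was called in static cells (1 higher and 20 lower when adjusted over the list alone, 5 lower with the block), at a median of −0.84 and a limma camera adjusted p of 1.47e-12 (adjusted p = 0.236 with an estimated correlation). CELSR1 had −1.46 (standard error 0.17, edgeR adjusted p = 0.0500, just above the threshold, and 0.0204 with the block), and PCDH19 had −2.14 (edgeR adjusted p = 0.0712, and 0.0343 with the block). Under flow 4 of the 76 fell and 1 rose (the same numbers when adjusted over the list alone, 6 and 2 with the block), with a limma camera adjusted p of 0.00427 (adjusted p = 0.427 with an estimated correlation) at a median of −0.43. They were PCDH12, DCHS1, PCDHGA12 (−1.93, standard error 0.28, edgeR adjusted p = 0.0341) and PCDHGC3 (−1.70, standard error 0.28, edgeR adjusted p = 0.0405), and the atypical cadherin CELSR2, which rose (1.66, standard error 0.24, edgeR adjusted p = 0.0341). The gamma protocadherins share their last exons, so the counts of PCDHGA12 and PCDHGC3 are uncertain. Of 23 integrin genes none was called in static cells (4 lower when adjusted over the list alone, 3 with the block), with a median of −0.44 and a limma camera adjusted p of 6.99e-05 (adjusted p = 0.310 with an estimated correlation). Under flow ITGA6, a laminin receptor subunit, fell (−1.71, standard error 0.27, edgeR adjusted p = 0.0386) and no other integrin passed (2 lower when adjusted over the list alone), at a median of −0.03 (limma camera adjusted p = 0.404). The cadherin calls under flow became 0 without SMAD6 KD static replicate 1 or 2, NT flow replicate 2 or either SMAD6 KD flow library, and 1 lower and 0 higher without NT flow replicate 1. The limma camera adjusted p was 0.175 without NT flow replicate 1 and 0.0709 without SMAD6 KD flow replicate 2. ITGA6 was lost without any 1 of those 6 libraries, with an edgeR adjusted p up to 0.257.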

GO Analysis also indicated that expression of genes associated with cell–cell junctions was down-regulated in endothelial cells with reduced Smad6 levels (Fig. 4a). Since SMAD6 regulates junction morphology in the absence of flow [42], we hypothesized that the barrier formed by endothelial cell–cell junctions and important for proper vascular function was compromised by SMAD6 depletion. Endothelial cells with depleted Smad6 levels had reduced barrier function relative to controls, as measured by trans-endothelial electrical impedance (Fig. 4b), and the defective resistance downstream of reduced Smad6 levels was also significant under flow conditions (Fig. 4c).

**Fig. 4:**
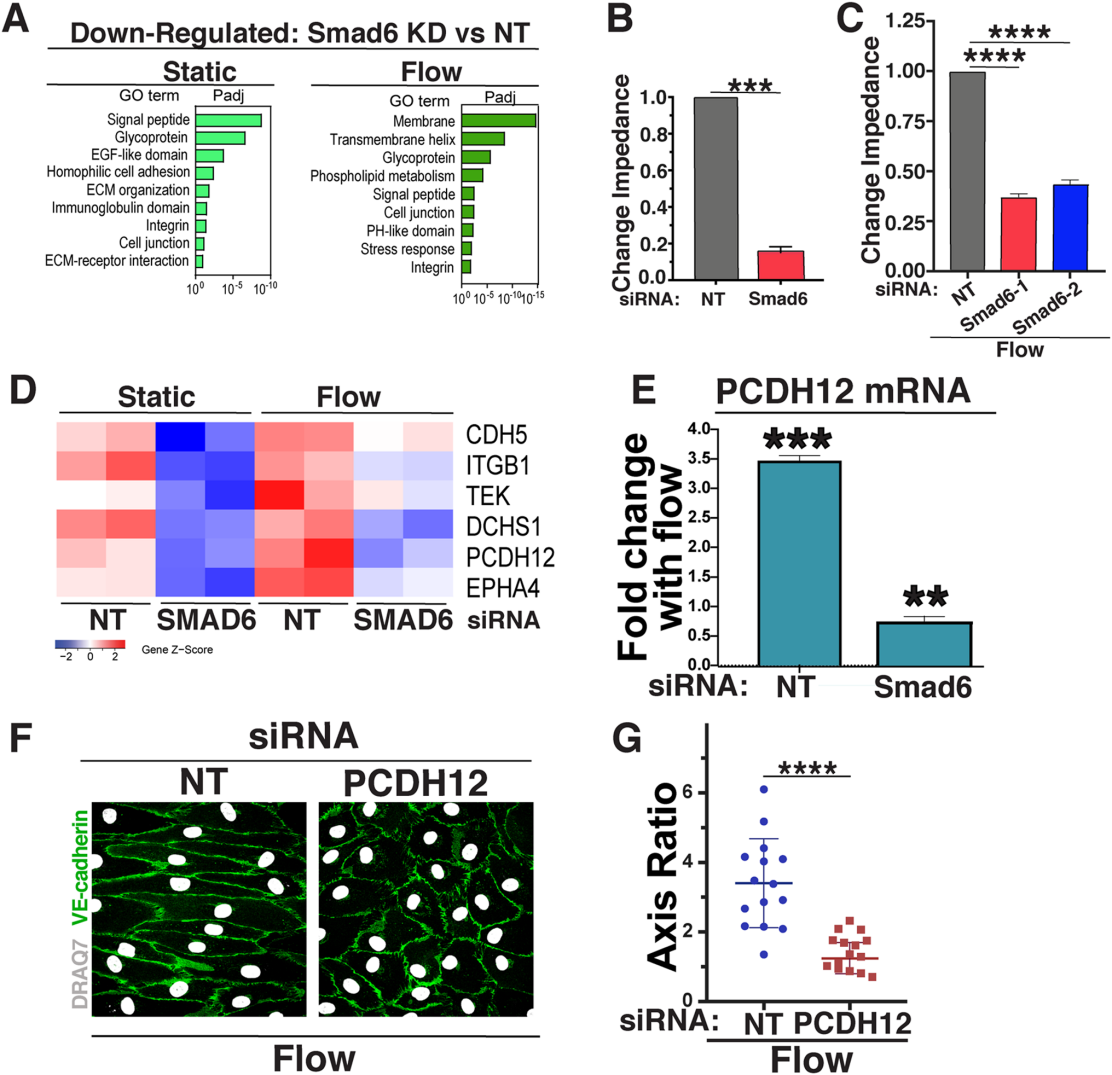
SMAD6 regulates endothelial cell barrier function and cell–cell junction genes under homeostatic flow. **a** Gene ontology (GO) analysis performed on differentially expressed genes from bulk RNA-seq data sets using DAVID. GO terms significantly enriched (*p* adjusted < 0.1) in down-regulated are shown. **b** Change in impedence after 24 h of EC with indicated siRNAs under static (control) conditions, normalized to control. Statistical analysis, One-way ANOVA; ***p ≤ 0.001. **c** Change in impedence after 72 h of EC with indicated siRNAs under flow, normalized to control. Statistical analysis, One-way ANOVA; ****p ≤ 0.0001. **d** Heat map showing subset of cell–cell-adhesion genes (see text for details) down-regulated with reduced Smad6 levels under indicated conditions. **e** qPCR of relative PCDH12 RNA levels under flow relative to static (control) with indicated siRNAs. **f** Representative panels of HUVEC stained with VE-cadherin (green, junctions) and DAPI (white, nucleus) under flow conditions with indicated treatments. White arrow, flow vector. Scale bar, 50 μM. **g** Quantification of cell axis ratio. Statistical analysis, student’s *t*-test; ****p ≤ 0.0001. *N* = 3, representative experiment shown

To further examine how SMAD6 manipulations affect endothelial cell–cell junctions, we focused on expression differences in cell–cell adhesion and junction genes between control and Smad6 KD endothelial cells under both static and flow conditions. Overlapping genes from these two genelists were identified, and a small subset with significant overall expression levels was examined further. Most junction genes were upregulated with homeostatic laminar flow in controls, and relative expression of a subset of these genes was reduced in endothelial cells depleted for Smad6, regardless of flow status. 

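With flow in NT cells, 3 of the 47 junction genes rose, 3 fell and 41 did not pass the test (8 higher and 4 lower when adjusted over the list alone, 10 and 4 with the replicate block). In 28 of the 47 the log2 fold change was above 0, with a median of 0.25 (limma camera adjusted p = 0.0914). PTPRB, the endothelial phosphatase VE-PTP, rose by 1.15 (standard error 0.20, edgeR adjusted p = 0.0208), as did PARD6A and the adhesion molecule ICAM2 (1.33, standard error 0.30, edgeR adjusted p = 0.0415). DSP, the desmosomal protein desmoplakin, fell (−4.11, standard error 0.57, edgeR adjusted p = 0.00931). With flow in SMAD6 KD cells 8 rose and 3 fell (13 and 5 when adjusted over the list alone), 31 of the 47 were above 0, and the median was 0.38 (limma camera adjusted p = 0.0112, adjusted p = 0.402 with an estimated correlation). PTPRB rose by 1.75 (standard error 0.21, edgeR adjusted p = 0.00379), F11R by 1.92 (standard error 0.32, edgeR adjusted p = 0.0117), CGNL1, a tight junction protein, by 1.27 (standard error 0.23, edgeR adjusted p = 0.0149), as did GJA5. The difference between the responses of the list had a median of 0.15 (limma camera adjusted p = 0.290, and 0.00935 without SMAD6 KD static replicate 2). Of the 76 cadherins and protocadherins 3 rose with NT and none fell (0 when adjusted over the list alone, 8 and 2 with the block), and 48 were above 0 with a median of 0.49 (limma camera adjusted p = 0.0164, adjusted p = 0.484 with an estimated correlation). They were CLSTN2 (2.97, standard error 0.54, edgeR adjusted p = 0.0219), CELSR1 (0.75, standard error 0.16, edgeR adjusted p = 0.0354) and CDH24 (0.77, standard error 0.19, edgeR adjusted p = 0.0481). With SMAD6 KD 19 rose and 1 fell (31 and 5 when adjusted over the list alone), at a median of 0.95 (limma camera adjusted p = 4.21e-06, adjusted p = 0.312 with an estimated correlation), with the smallest edgeR adjusted p in CELSR1 (2.56), CELSR2 (1.76), CDH24 (1.04) and CLSTN2 (3.10). 
These counts changed when 1 library was left out. Fewer libraries then estimate the spread, so a lost call need not rest on that library. The 3 higher and 3 lower junction genes with NT were 2 and 2 without NT static replicate 1, 0 and 1 without NT static replicate 2, 3 and 1 without either SMAD6 KD static library, 1 and 1 without NT flow replicate 1, 2 and 0 without NT flow replicate 2, and 1 and 2 without either SMAD6 KD flow library. The limma camera adjusted p passed without NT static replicate 2 (0.0347) or NT flow replicate 2 (0.0358). With NT, ICAM2 passed only without NT static replicate 1, CDH24 was lost without any 1 of the 8 libraries, CELSR1 passed only without SMAD6 KD static replicate 1 or 2, and PTPRB was lost without any 1 of the 4 NT libraries. CLSTN2 was lost without either NT static library or NT flow replicate 1, and DSP without NT flow replicate 2. Their edgeR adjusted p ran up to 0.148, 0.178, 0.138, 0.0779, 0.107 and 0.0560. The 3 cadherins that rose with NT were 0 without either NT static library, 2 without either SMAD6 KD static library and 1 without any of the 4 flow libraries, with 1 lower without NT static replicate 1 or either SMAD6 KD static library. The cadherin test with NT was lost without NT static replicate 1 (limma camera adjusted p = 0.220) or NT flow replicate 1 (0.167), and the junction test with SMAD6 KD without SMAD6 KD static replicate 1 (0.0710). For SMAD6 KD the 19 cadherins that rose were 3 and 6 without SMAD6 KD static replicates 1 and 2 and 3 and 2 without SMAD6 KD flow replicates 1 and 2, and the 8 junction genes were 2, 5, 1 and 1. F11R was lost without any 1 of the 4 SMAD6 KD libraries, CGNL1 without SMAD6 KD static replicate 2 or either SMAD6 KD flow library, and CELSR2 without SMAD6 KD flow replicate 2. CDH24 was lost without SMAD6 KD static replicate 1 or SMAD6 KD flow replicate 2, and CLSTN2 without SMAD6 KD static replicate 1 or either SMAD6 KD flow library, with edgeR adjusted p up to 0.0704, 0.0937, 0.0503, 0.129 and 0.0885.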

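The 6 genes of the heat map in Fig. 4d were chosen by the study on these samples, so their direction is not independent evidence. Under flow 3 of the 6 were lower with SMAD6 KD than with NT and none was higher (5 lower when adjusted over the list alone), with a median log2 fold change of −1.01 (limma camera adjusted p = 9.02e-09, adjusted p = 0.119 with an estimated correlation). PCDH12 had −3.04 (standard error 0.46, edgeR adjusted p = 0.0356), EPHA4 had −1.37 (standard error 0.16, edgeR adjusted p = 0.0291) and DCHS1 had −1.2 (standard error 0.21, edgeR adjusted p = 0.0458). EPHA4 was at 57.2 ± 2.53 CPM in NT static and 21.7 ± 1.42 in SMAD6 KD static (SD, n = 2). DCHS1 under flow was at 421 ± 66.6 and 183 ± 22.3. TEK (−0.83, standard error 0.25, edgeR adjusted p = 0.134), ITGB1 (−0.56, standard error 0.20, edgeR adjusted p = 0.191) and CDH5 (−0.49, standard error 0.27, edgeR adjusted p = 0.397) did not pass. CDH5 was at 2509 ± 6.51 and 1788 ± 182 CPM, ITGB1 at 2118 ± 165 and 1433 ± 3.35, and TEK at 682 ± 227 and 384 ± 38.5. In static cells none of the 6 was called (6 lower when adjusted over the list alone, 5 with the replicate block, 6 by DESeq2), with a median of −1.43 and a limma camera adjusted p of 7.25e-16 (adjusted p = 0.0908 with an estimated correlation). There ITGB1 had −1.51 and DCHS1 −1.46 (edgeR adjusted p = 0.0627 in both, and 0.0242 with the block). PCDH12 had −2.02 (edgeR adjusted p = 0.115, and 0.0343 with the block), CDH5 had −1.26 (edgeR adjusted p = 0.118, and 0.0436 with the block) and TEK −0.86 (edgeR adjusted p = 0.179). With flow in NT, EPHA4 rose (1.18, standard error 0.16, edgeR adjusted p = 0.00802) and the other 5 did not pass (3 of the 6 higher when adjusted over the list alone, 3 with the block), with CDH5 at 0.44 (edgeR adjusted p = 0.333), ITGB1 at −0.10 (0.788) and DCHS1 at −0.02 (0.962). The list had a median of 0.70 and a limma camera adjusted p of 0.0166 (adjusted p = 0.312 with an estimated correlation), and 0.129 without NT static replicate 1. With flow in SMAD6 KD, EPHA4 (1.21, standard error 0.16, edgeR adjusted p = 0.00509), CDH5 (1.22, standard error 0.28, edgeR adjusted p = 0.0324), ITGB1 (0.85, standard error 0.20, edgeR adjusted p = 0.0388) and TEK rose, which is 4 of the 6, also when adjusted over the list alone, at a median of 0.92 (limma camera adjusted p = 0.00131, adjusted p = 0.292 with an estimated correlation). DCHS1 stood at 0.24 and did not pass. The difference between the 2 flow responses was 0.78 for CDH5 (standard error 0.39, edgeR adjusted p = 0.594) and 0.94 for ITGB1 (standard error 0.28, edgeR adjusted p = 0.418), and the list's median was 0.15 (limma camera adjusted p = 0.329). 
On GRCh38, CDH5 lies on chromosome 16 from 66366690 to 66404784, ITGB1 on chromosome 10 from 32887273 to 33005792, TEK on chromosome 9 from 27109141 to 27230174, DCHS1 on chromosome 11 from 6621330 to 6655809 and EPHA4 on chromosome 2 from 221418027 to 221574202. The 3 calls under flow were 1 without either SMAD6 KD static library or NT flow replicate 1, and 0 without NT flow replicate 2 or either SMAD6 KD flow library. EPHA4 was lost without any 1 of the 4 flow libraries (edgeR adjusted p up to 0.221), and DCHS1 also without either SMAD6 KD static library (up to 0.293 by edgeR). The 4 that rose with flow in SMAD6 KD were 1 and 2 without SMAD6 KD static replicates 1 and 2, and 1 and 0 without SMAD6 KD flow replicates 1 and 2. CDH5 was lost without SMAD6 KD static replicate 1 or either SMAD6 KD flow library, ITGB1 without any library but the NT static ones, and EPHA4 without SMAD6 KD flow replicate 2, with edgeR adjusted p up to 0.200, 0.212 and 0.0553.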

The net effect was that a group of cell junction genes had reduced expression in Smad6-depleted endothelial cells relative to contols when both were exposed to homeostatic laminar flow (Fig. 4d, compare Flow-NT to Flow-Smad6 KD). Of these, the protocadherin PCDH12 was chosen for further analysis, since PCDH12 is selectively expressed in arterial endothelial cells, and its deletion leads to changes in murine arterial blood pressure, while human mutations are associated with brain arterial calcification [52–54]. 

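PCDH12 lies on chromosome 5 of GRCh38 from 141943581 to 141969741 on the minus strand, and its canonical transcript has 4 exons. It was at 97.9 ± 17.5 CPM in NT static cells and 321 ± 173 in NT flow (SD, n = 2), a log2 fold change with flow of 1.71 (standard error 0.43, edgeR adjusted p = 0.0537, and 0.0196 with the replicate block). In SMAD6 KD it was at 24.1 ± 7.24 in static cells and 39.0 ± 14.7 under flow (SD, n = 2), a log2 fold change with flow of 0.69 (standard error 0.43, edgeR adjusted p = 0.333). The difference between these flow responses was −1.02 (standard error 0.60, edgeR adjusted p = 0.651). PCDH12 was lower in both SMAD6 KD libraries than in both NT libraries of the same culture condition. In SMAD6 KD flow it stood at 39.8% of NT static. The 2 NT flow libraries differed, at 199 and 443, and without NT flow replicate 1 the flow response with NT passed the test (2.18, edgeR adjusted p = 0.0407). Without NT flow replicate 2 it was 1.03 (edgeR adjusted p = 0.2005). The lower level with SMAD6 KD under flow lost its call without either SMAD6 KD static library, NT flow replicate 2 or either SMAD6 KD flow library, with an edgeR adjusted p up to 0.225.

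**Figure D4:**
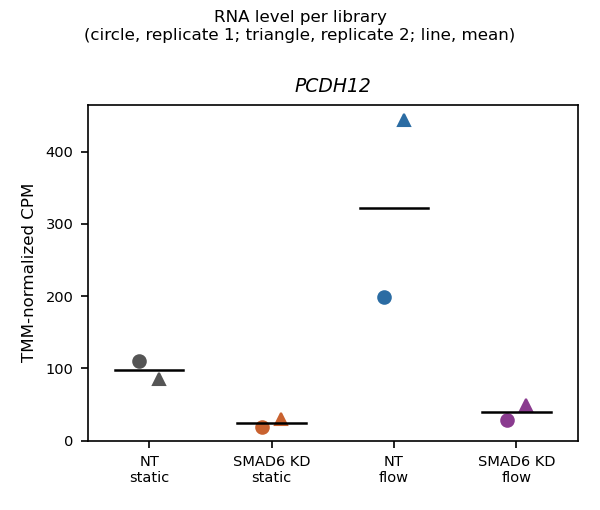
PCDH12 in each of the 8 libraries, in CPM after TMM scaling (y axis), by condition (x axis). Circles are replicate 1, triangles replicate 2 and lines the mean. The SMAD6 KD libraries lie between 19.0 and 49.4, the NT static libraries at 85.5 and 110 and the NT flow libraries at 199 and 443.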

Validation of PCDH12 expression changes via qRT-PCR showed significant upregulation of PCDH12 expression with homeostatic laminar flow, and this increase was blunted to 60% of static control levels in flowed endothelial cells with reduced Smad6 levels (Fig. 4e). We next asked whether PCDH12 functions in flow alignment responses, by subjecting HUVEC treated with PCDH12 siRNA to homeostatic laminar flow, and found that PCDH12 depleted endothelial cells failed to align (Fig. 4f, g; Supp Fig. 3M). These results show that SMAD6 is required for full PCDH12 expression in response to flow, and that PCDH12 expression is necessary for proper endothelial cell alignment under homeostatic flow conditions. These findings suggest that SMAD6 regulation of PCDH12 contributes to endothelial cell homeostatic flow-mediated responses downstream of Notch-induced mechanotransduction.

## Discussion

This work reveals a functional requirement for SMAD6 in endothelial cell responses to homeostatic laminar flow, which is the shear stress experienced by arterial endothelial cells and is considered atheroprotective. SMAD6 functions downstream of Notch1; since Notch1 is a mechanotransducer, it is likely that shear stress signals transduced by Notch1 signaling mediate flow responses that maintain vascular homeostasis in part through SMAD6. Expression profiling reveals numerous SMAD6-dependent changes in endothelial gene expression under flow, including downregulation of cell cycle/proliferation genes and upregulation of cell-cell adhesion genes, consistent with a role for SMAD6 in regulating the maintenance of endothelial cell quiescence and morphogenesis in response to laminar flow. Thus SMAD6 is a critical transducer of Notch-dependent endothelial cell flow responses that promote the maintenance of vascular homeostasis.

Notch regulation of homeostatic flow responses is linked to its regulation of SMAD6 expression levels. Loss of Notch1 signaling significantly reduced Smad6 RNA levels under homeostatic flow conditions, and restored expression of SMAD6 was sufficient to rescue flow-mediated alignment downstream of loss of Notch signaling. Interestingly, Notch-dependent endothelial cell alignment under homeostatic flow also utilizes the ligand Dll4 and requires Notch-mediated transcription (this study), while initial flow-induced endothelial cell responses require Notch but not its transcriptional activity [22], although subsequent flow responses may depend on Notch transcriptional activity [21]. These findings suggest that equilibration to laminar flow involves a switch from a non-transcriptional to a transcriptional program. Consistent with a the idea of a switch, analysis of endothelial cell junction changes under flow showed immediate effects on VE-cadherin clustering, followed by later junction and cell shape changes [11]. A switch model is also consistent with SMAD6 expression regulation being critical for vascular homeostasis in response to flow, and suggests that endothelial cells may have evolved different mechanisms for an acute response to changes in mechanotransduction vs. equilibration to ongoing mechanotransduction inputs.

SMAD6 functions as a negative regulator of BMP signaling, and canonical BMP signaling also affects flow responses in complex ways, so SMAD6 may regulate flow responses downstream of both Notch and BMP inputs. Alternatively, SMAD6 also has BMP-independent functions in innate immunity and other cellular processes [55–57], so SMAD6 may also affect endothelial cell flow responses in BMP-independent ways. Moreover, it is likely that other pathways involved in endothelial cell flow responses, such as KLF2 and/or KLF4, function upstream or downstream of Notch and SMAD6 [58]. In any case, expression profiling showed that SMAD6 manipulations change transcriptional endothelial cell flow responses in both directions, and more genes change expression when SMAD6 levels are depleted under homeostatic flow conditions (6.9%) vs. non-flow conditions (1.2%), indicating that homeostatic flow amplifies SMAD6-dependent transcriptional differences in endothelial cells. While some of the genes whose expression profiles change with Smad6 manipulations have Smad-binding motifs in their promoters, we hypothesize that most gene expression changes are downstream of initial Smad-binding and indirect, as the readout is homeostatic flow after 72 h of equilibration.

Loss of SMAD6 led to a more “activated” endothelial cell phenotype, with cell cycle/proliferation pathways upregulated and cell–cell junction pathways down-regulated, and these changes were accompanied by significant loss of barrier function. These findings are consistent with SMAD6 regulating the atheroprotective endothelial cell quiescence phenotype that accompanies flow-mediated alignment under homeostatic flow and important for barrier function, and it is also consistent with the hemorrhage phenotype of *Smad6*^*−/−*^ mutant embryos [42] and the increase in Smad6 expression in lungs of adult mice relative to infants [51]. Interestingly, cell cycle pathways were also upregulated in endothelial cells with reduced levels of Notch1 [21], consistent with SMAD6 being downstream of Notch activation. Although expression profiling suggests that endothelial cell–cell adhesion changes with reduced SMAD6 are likely to be complex and involve multiple adhesion receptors, the arterial-expressed protocadherin PCDH12 was significantly upregulated by homeostatic laminar flow, and this upregulation was dramatically blunted by Smad6 depletion. Since independent reduction of PCDH12 levels prevents endothelial cell flow-mediated alignment, it is likely that PCDH12 is one SMAD6 target normally upregulated downstream of SMAD6 under homeostatic flow that contributes to endothelial cell barrier function and quiescence. Thus, our data support a model whereby homeostatic flow-mediated mechanotransduction from Notch1 regulates expression of the effector SMAD6, and SMAD6 levels affect endothelial cell alignment, proliferation and barrier function to maintain vascular homeostasis. These findings provide new pathway intersections, and potential new therapeutic targets for diseases such as atherosclerosis that are linked to loss of vascular homeostasis.

## Methods

### Cell culture

HUVEC (Lonza, #C2519A) and HAEC (Lonza, #C2535) were maintained according to manufacturer’s recommendations and used at passage 2–4. For HUVEC and HAEC culture, EBM-2 (Endothelial Cell Growth Basal Medium-2, Lonza, #CC-3156) was supplemented with EGM-2 SingleQuots Supplements (Lonza, #CC-4176) (called EBM-2+). Main experiments were independently replicated with a different lot of HUVEC, and key experiments were replicated in HAEC at least two independent times. HUVEC and HAEC were certified mycoplasma-free by the UNC Tissue Culture Facility.

### Endothelial cell flow experiments

HUVEC and HAEC were plated at 100% confluency in each lane of a µ-Slide VI^0.4^ (Ibidi, #80601) coated with fibronectin (Millipore Sigma, F2006, 5μg/mL) 4 h prior to the experiment in EGM-2+ medium. After 2 h for cell attachment and spread, slides were washed 3× in flow medium [EBM-2 with 10% FBS (Gibco, #26140-079) and 1× Antibiotic-Antimycotic (Gibco, #15240-062)], and incubated in flow medium for 2 h prior to flow onset. Uniform laminar shear stress was generated by attaching slide chambers to a pump system (Ibidi, #10902) with both the slide and the pump apparatus kept at 37°C and 5% CO_2_. To reduce cell shearing, flow was applied for 30 min at 5 d/cm^2^, then 30 min at 10 d/cm^2^, followed by 72 h at 15 d/cm^2^. For siRNA knockdown, siRNA incubation was for 30 h prior to plating and flow initiation.

### Endothelial cell shear stress measurements

All data presented under “flow” conditions is at 15 d/cm^2^ laminar flow for 72 h (Ibidi system) and considered to be homeostatic laminar flow. At least 10 cells/condition were measured, and each cell is represented as an individual data point. Experiments were replicated at least three times.

#### Cell axis ratio

Cell shape and alignment were measured by staining for VE-cadherin or PECAM1 as described below. Each cell size measurements were recorded by measuring total cell length and width using ImageJ. Cell axis ratio was length divided by width, with length the direction of flow.

#### Nuclear displacement angle

Nuclear displacement angle was measured using the angle measurement tool in Image J. Measured angles were degrees separating a line perpendicular to the flow vector and a line through the nucleus along its long axis (see Supp. Fig. 1C).

#### Cell polarization

We determined the Golgi or centrosome location relative to the nucleus. HUVEC and HAEC stained for the Golgi (GM130) or the centrosome (TUBGCP2) and nuclei (DAPI) were analyzed by dividing the nucleus into equal thirds and and binning the organelle relative to the flow vector: upstream, middle, or downstream. At least five fields/experiment were quantified per condition.

### Endothelial cell transfection

HUVEC (Lonza) were transfected with non-targeting siRNA (NT, Life Technologies, #4390847) or experimental siRNAs [single siRNAs or siRNA pools—Supp. Table 2 (Key Resources)] using the standard Lipofectamine 2000 (Invitrogen, 11668027) manufacturer's protocol. Briefly, for each siRNA to be tested: 24 μl of 10uM siRNA was diluted in 476 μl of opti-MEM media and separately, 24 μl of Lipofectamine 2000 reagent was diluted in 476 μl of opti-MEM medium. Each mixture was incubated separately 5 min at RT, then mixed 15 min at RT. This mixture was added to a 10cm plate of ~70% confluent HUVEC or HAEC in EGM-2+ medium without antibiotics (EBM-2 media, added BulletKit without gentamicin supplement) and incubated 24 h at 37 °C, then incubated for 6 h in fresh non-antibiotic EGM-2+ prior to plating in flow channels to start the experiment. Smad6-tdTomato was transfected into HUVEC as described [40] and provided approximately three to eightfold increase in baseline expression levels.

### Immunofluorescence

HUVEC and HAEC were fixed for 10 min in 4% PFA, washed 3× with PBS, then permeabilized for 10 min in 0.1% Triton X-100. Cells were blocked for 30 min at RT in 1% BSA (Millipore Sigma, #A-4503) in PBS, then incubated with primary antibodies (1:100—see Supp. Table 2) in 1% BSA for 45 min at RT. After washing 5× with 1% BSA, samples were incubated with Alexa-fluor-conjugated anti-species secondary antibodies (1:250—see Supp. Table 2) plus Alexa-fluor-conjugated phalloidin (1:50—Invitrogen, #A12379 or #A12381) and DAPI or DRAQ7 (1:300—Sigma #10236276001 or Abcam #ab109202, respectively) in 1% BSA for 30 min at RT. Samples were washed 5× in 1% BSA and mounted by washing 3× in 80% glycerol (Millipore Sigma, #G5516) in PBS. Immunofluorescent imaging was done either immediately after mounting or slides were wrapped in foil at 4°C for up to 2 weeks.

BrdU incorporation was an adaptation [59]. Briefly, HUVEC were incubated with 10 μM BrdU (Millipore Sigma, #B5002) in flow media for the last 90 min of flow and fixed in ice-cold 100% methanol. Samples were blocked for 30 min at RT in 1% BSA, then acid treated as follows: 10 min in cold (4°C) 1N HCl on ice, rinse in 2N HCl and 10 min at RT, then incubated in 10mM citric acid solution (pH 7.4, in 0.2M Na^+2^HPO_4_) for 10 min at RT, rinsed with 1% BSA 3× and processed for antibody staining as detailed above with a sheep polyclonal antibody to BrdU (1:100—Abcam, #ab1893), then Alexa Fluor Donkey anti-sheep 594 secondary (1:250—Life Technologies #A-11016), along with DAPI and phalloidin as described above.

All fluorescent imaging was done using an Olympus FV3000 Laser Scanning Confocal Microscope and Flow View software. Olympus OIB file formats were imported into ImageJ using Bio-Formats Importer20 for analysis and quantification.

### Quantitative RT-PCR

Primers are listed in Supp. Table 2. cDNA was generated from 1 μg mRNA using iScript reverse transcription kit (Bio-Rad, #1708891) and diluted 1:3 in water. qRT–PCR was performed using iTaq Universal SYBR Green SuperMix (Bio-Rad, #1725121). SYBR Green real-time PCR was performed in triplicate on the Applied Biosystems QuantStudio 6 Flex Real-Time PCR System. For quantification, relative expression of each gene to GAPDH in each sample was calculated by 2^(CT of gene−CT of GAPDH). Statistical significance was determined by one-sample *T*-test compared to a reference value of onefold change.

### RNA sequencing and analysis

RNA was extracted using TRIzol (Invitrogen) from two biological replicates (independent experiments), and TruSeq Stranded mRNA Library Prep Kit (Illumina) was used to prepare cDNA and Illumina libraries for sequencing (HiSeq4000). 2–5 × 10^7^ 50-bp paired-end reads per sample were obtained and mapped to human genome GRCh38-1.2.0 downloaded from https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/advanced/references with TopHat/2.1.1 using default settings. Mapping rate was >92% for all samples, and gene expression was determined with Htseq-count/0.6.1 using the union mode (https://htseq.readthedocs.io/en/master/). PCA analysis was performed with the top 400 genes selected by largest weight (loading) contribution to PCs 1, 2 or 3 using the R package SINGuLAR. Differential expression analysis was performed with DESeq2 in R, and lists of differentially expressed genes were obtained (FDR < 0.05). Heat maps were generated using the heatmap.2 function in the ‘gplots’ package in R. Gene ontology analysis was performed using the DAVID functional annotation tool version 6.8 (https://david.ncifcrf.gov/). All gene ontology terms shown in this study have a corrected P value (the “Benjamini” value from DAVID) < 0.1.

### Barrier function analysis

#### Real-time cell analysis (RTCA) experiments

Barrier properties were measured using a commercially available system [xCELLigence Real-Time Cell Analyzer (RTCA)]; Acea Biosciences/Roche Applied Science, Basel, Switzerland). RTCA measures electrical impedance as a readout for the barrier status of cells grown on top of microelectrode coated surfaces. HUVEC were pre-treated with siRNAs or drug for 24 h prior to plating an equal cell number onto the microelectrode surface of the E-plate (E-plate 16, Roche Applied Science). Impedance readings were taken automatically every 5 min for 24 h.

#### Electric cell-substrate impedance sensing system (ECIS) experiments

Endothelial barrier function analysis under static and flow conditions was performed using impedance-based cell monitoring using ECIS zeta theta (Applied Biophysics) in conjunction with the Ibidi pump system. HUVEC were seeded onto an ibidi flow chamber with 8 microelectrodes on the bottom (ECIS Flow Array 1E). Experiments proceeded exactly as ibidi flow experimental setup, with the addition of impedance readings taken every five min across each electrode for 72 h.

### Statistical analysis

All statistical analyses were performed using Prism v8.01 (www.graphpad.com), with an *α* of 0.05. For two-sample data sets with equal variances (control -v- a single experimental condition) unpaired, two-tailed Student’s *t*-test was used as reported in figure legends. For data sets with greater than two conditions and equal variances, one-way analysis of variance (ANOVA) with Tukey’s *post-hoc* test was used as reported in figure legends. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤  0.0001. *ns* not significant.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The RNA-seq data that support the findings of this study are available in the Gene Expression Omnibus (GEO) under the accession number GSE147036.

How the deposited data were processed for this re-analysis (not part of the article)

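RNA of human umbilical vein endothelial cells was measured in 8 libraries, 2 for each of 4 conditions: NT or SMAD6 KD, static or under flow. Flow was at 15 dynes/cm2 for 72 h. The count table was made by the authors with TopHat2 2.1.1 for alignment and HTSeq 0.6.1 for counting reads per gene. The strand setting used for counting is not given in the sources used here. The genome build was taken as GRCh38, which the paper names. The deposited CPM values are the counts of the same table divided by each column's total, that is, counts scaled to library size. The 2 sheets name their columns differently: 2 of the 8 carry the same name in both and 6 another name. The names of the count sheet were used, and under them the heat map of Fig. 4d shows its pattern, so these names cannot be tested on that heat map. SMAD6 itself, the target of the siRNA, did not pass the test with SMAD6 KD, and the paper's RT-qPCR of SMAD6 with flow runs opposite to these libraries. The paper's RT-qPCR of PCDH12 and its Ki67 staining have the direction of the mean RNA levels under the names of the count sheet. In static cells MKI67 RNA was higher with SMAD6 KD in replicate 1 and lower in replicate 2. With the names of the CPM sheet the log2 fold change of PCDH12 for flow with NT is −0.17, and for SMAD6 KD minus NT under flow it is 2.10 for PCDH12 and −3.29 for MKI67, and edgeR called neither of the 2 for PCDH12. The shear-induced genes then have a median of −0.47 for flow with NT, which argues against the names of the CPM sheet. With the names of the count sheet, DESeq2 on the 4 libraries compared gave the paper's 2262 and 2655 genes, so these are the names that the paper's counts go with. Other exchanges of names were not tested.

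The table holds 33694 genes, of which 25116 have a count in at least 1 library. Counts were filtered with filterByExpr of edgeR (minimum count 10), which kept 16980 genes, and scaled by TMM. Column totals ran from 40660013 to 91252899, with a median of 54352694. The 4 conditions were fitted together with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, and genes with an adjusted p under 0.05 (Benjamini-Hochberg) were called. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, over 30 lists and 5 contrasts, 150 tests in all. A correlation estimated from the data, and fry, were used as alternatives. The lists are S phase, G2 and M phases, cell cycle inhibitors, cell-cell junctions, the genes of Fig. 4d, cadherins and protocadherins, integrins, basement membrane and matrix, shear-induced and shear-repressed genes, the Notch pathway, BMP receptors, BMP targets and TGF-beta targets. They also cover arterial, venous, tip cell, endothelial identity, cholesterol synthesis, interferon, unfolded protein, p53, glycolysis, mural, leukocyte, lymphatic, epithelial, histone, mitochondrial and ribosomal protein genes. The preset correlation takes members of a list as nearly independent, and with an estimated correlation none of the 150 tests passed, against 60 with the preset one and 23 with fry.

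Before the data were examined, the tests, the alternatives, the lists and the rule for the genes named were fixed. The rule names every gene the paper names, the 5 largest increases and 5 largest decreases among called genes with a mean of at least 5 CPM and no overlap between groups, and up to 4 members of a list with the smallest adjusted p. For a list with no call it names up to 2 members with the highest mean. XIST, Y-linked genes and genes with clone-based names were left out. Results of 2 genes that the rule names are not reported here. TOMM20, FST, PTPRM and ABLIM1 fall outside the rule and were chosen after their values were seen. FST had a mean of 1.37 CPM, below the floor of 5 CPM in the rule. Alternatives were RLE scaling, no filter, a mean of at least 1 CPM, a replicate block, leaving out each library, DESeq2 1.42.0 on 8 or 4 libraries, and edgeR on 4 libraries. The labels of the CPM sheet were added after seeing the data. Whether the replicate numbers pair the libraries was checked from the paper's 2 independent experiments and from the data: in 6 of 6 pairs of conditions the deviations from the condition means had a correlation above 0.1, from 0.134 to 0.636. The replicate number was then used as a block in an alternative fit. The main fit and the fits without 1 library leave it out. With the block edgeR called more genes in each comparison, 238 against 6 for SMAD6 KD in static cells and 1080 against 227 under flow. A gene not called in the main fit is therefore not shown to be unchanged.

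The test was tried on simulated data for flow with NT, with 100 genes changed 2-fold and 100 changed 4-fold among 16980. EdgeR recovered 15% and 83% of them with 5 false calls of 103, and DESeq2 on 8 libraries 50% and 97% with 63 false calls of 210. DESeq2 on the 4 libraries compared recovered 46% and 97% with 80 false calls of 223. The counts came from a single draw, with the spread that edgeR estimated and no difference between replicate numbers. These shares need not hold for the libraries. Correlations used log2 of CPM with 1 added, and principal components the 400 genes with the largest loadings. Genes with shared sequence, such as gamma protocadherins, histones, ribosomal proteins and metallothioneins, are uncertain where reads can be split. Coordinates are of GRCh38. With 2 libraries per condition no splits of the samples were counted.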

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

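The list tests were set beforehand, but those shown in this part were picked by their result. For the difference between the flow responses they are the lists with a limma camera adjusted p under 0.05. For the other comparisons they are lists of genes that the paper does not discuss and that passed both camera and fry.

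For these gene lists camera's test of the difference between the flow responses passed at the preset correlation. None of them passed with an estimated correlation, so a difference is not established. Values are the median log2 fold change with SMAD6 KD minus that with NT. S phase stood at −0.31 (limma camera adjusted p = 5.73e-07, adjusted p = 0.384 with an estimated correlation). Cadherins and protocadherins stood at 0.56 (limma camera adjusted p = 0.00298, adjusted p = 0.413 with an estimated correlation). Integrins stood at 0.76 (limma camera adjusted p = 0.0128, adjusted p = 0.402 with an estimated correlation), a call lost without NT static replicate 2 or NT flow replicate 2. Basement membrane and matrix stood at 0.60 (limma camera adjusted p = 1.74e-08, adjusted p = 0.310 with an estimated correlation). The others were arterial at 0.94 (limma camera adjusted p = 0.00187, adjusted p = 0.462 with an estimated correlation, adjusted p = 0.0639 without NT static replicate 2, 0.0733 without SMAD6 KD static replicate 1, 0.0615 without SMAD6 KD flow replicate 2), interferon response at 1.14 (limma camera adjusted p = 3.2e-10, adjusted p = 0.442 with an estimated correlation), unfolded protein and amino acid stress at −0.72 (limma camera adjusted p = 0.000157, adjusted p = 0.402 with an estimated correlation), p53 targets at −0.66 (limma camera adjusted p = 1.44e-05, adjusted p = 0.312 with an estimated correlation). Last came glycolysis and hypoxia at −0.42 (limma camera adjusted p = 0.000125, adjusted p = 0.312 with an estimated correlation), mural and fibroblast markers at 2.00 (limma camera adjusted p = 4.16e-05, adjusted p = 0.312 with an estimated correlation), mitochondrially encoded at −0.66 (limma camera adjusted p = 0.00142, adjusted p = 0.542 with an estimated correlation, adjusted p = 0.226 without NT flow replicate 2). EdgeR called no single gene of these lists for the difference, 1566 genes of all those tested had an unadjusted p under 0.05, and DESeq2 called 243.

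Next come lists of genes that the paper does not discuss. Some passed camera and not fry and are given under Other observations. Among them were ribosomal proteins and interferon response genes for SMAD6 KD in static cells (limma camera adjusted p = 4.94e-27 and 2.05e-15). The libraries were poly(A)-selected, so values of histone genes hold only for transcripts with a poly(A) tail. The lists that passed both camera and fry follow by comparison. Over all 150 list tests fry called 23, but 12 with the replicate block. It called fewer when any 1 library was left out, and its calls were lost without either SMAD6 KD flow library. Which of the lists below kept their fry call is not given here. For SMAD6 KD minus NT under flow they were p53 targets at −0.72 (limma camera adjusted p = 2.62e-07, adjusted p = 0.310 with an estimated correlation), replication-dependent histones at −0.62 (limma camera adjusted p = 6.98e-05, adjusted p = 0.292 with an estimated correlation). For flow with NT they were p53 targets at 0.69 (limma camera adjusted p = 3.37e-06, adjusted p = 0.312 with an estimated correlation), lymphatic markers at −1.93 (limma camera adjusted p = 0.0163, adjusted p = 0.312 with an estimated correlation, adjusted p = 0.0614 without NT static replicate 1, 0.0533 without NT flow replicate 1), replication-dependent histones at 0.84 (limma camera adjusted p = 0.00530, adjusted p = 0.312 with an estimated correlation, adjusted p = 0.0809 without NT static replicate 1, 0.0533 without NT flow replicate 1). For flow with SMAD6 KD they were TGF-beta target genes at 1.14 (limma camera adjusted p = 0.000125, adjusted p = 0.312 with an estimated correlation), venous at 1.04 (limma camera adjusted p = 0.00833, adjusted p = 0.312 with an estimated correlation).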

How the results depend on the processing

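The labels of the CPM sheet are the only alternative here chosen after seeing the data. With 2 libraries per condition each leave-one-out fit assumes that a lone library varies like the other groups. It also has fewer libraries to estimate the spread from, so a lost call need not rest on the library left out. None of these fits has the replicate block, so a comparison with the lone library can take on a difference between replicate numbers. The cause was not tested for any of the changes below. With 500 genes of largest variance the values were 67.62 for principal components (61 otherwise). With DESeq2, 4 libraries compared the values were 404 for genes changed by SMAD6 KD, static (6 otherwise), 2339 for genes changed by SMAD6 KD, flow (227 otherwise), 2262 for genes changed by flow, NT (1301 otherwise), 3042 for genes changed by flow, SMAD6 KD (1850 otherwise), 2655 for genes differing, SMAD6 KD flow versus NT static (1240 otherwise), 1033 for flow-responsive genes in NT not called in SMAD6 KD (553 otherwise), 1813 for flow-responsive genes called in SMAD6 KD only (1102 otherwise), 101 for calls among the log2 fold changes of named genes, not counting those named as list members (67 otherwise). With DESeq2, all 8 libraries the values were 725 for genes changed by SMAD6 KD, static (6 otherwise), 1402 for genes changed by SMAD6 KD, flow (227 otherwise), 2674 for genes changed by flow, NT (1301 otherwise), 2896 for genes changed by flow, SMAD6 KD (1850 otherwise), 2527 for genes differing, SMAD6 KD flow versus NT static (1240 otherwise), 243 for genes whose flow response differed between SMAD6 KD and NT (0 otherwise), 1263 for flow-responsive genes in NT not called in SMAD6 KD (553 otherwise). With all genes kept the values were 51.03 for principal components (61 otherwise). With all genes with a count the values were 0.988648 for replicate correlation (0.981381 otherwise). With camera, correlation estimated the values were 0 for gene list tests (60 otherwise). With edgeR, 4 libraries compared the values were 0 for genes changed by SMAD6 KD, static (6 otherwise), 415 for genes changed by SMAD6 KD, flow (227 otherwise), 124 for genes changed by flow, NT (1301 otherwise), 25 for flow-responsive genes in NT not called in SMAD6 KD (553 otherwise), 1826 for flow-responsive genes called in SMAD6 KD only (1102 otherwise). With fry the values were 23 for gene list tests (60 otherwise). With labels of the CPM sheet the values were 112 for genes changed by SMAD6 KD, static (6 otherwise), 558 for genes changed by SMAD6 KD, flow (227 otherwise), 0 for genes changed by flow, NT (1301 otherwise), 0 for genes changed by flow, SMAD6 KD (1850 otherwise), 636 for genes differing, SMAD6 KD flow versus NT static (1240 otherwise), 524 for genes differing, SMAD6 KD static versus NT flow (3554 otherwise), 0 for flow-responsive genes in NT not called in SMAD6 KD (553 otherwise), 0 for flow-responsive genes called in SMAD6 KD only (1102 otherwise), 12 for calls among the log2 fold changes of named genes, not counting those named as list members (67 otherwise). With log2(CPM + 5) the values were 62.03 for principal components (61 otherwise). With mean of at least 1 CPM the values were 14 for genes changed by SMAD6 KD, static (6 otherwise). With no low count filter the values were 376 for genes changed by SMAD6 KD, static (6 otherwise), 1025 for genes changed by SMAD6 KD, flow (227 otherwise), 2294 for genes changed by flow, NT (1301 otherwise), 2166 for genes differing, SMAD6 KD flow versus NT static (1240 otherwise), 113 for genes whose flow response differed between SMAD6 KD and NT (0 otherwise), 1078 for flow-responsive genes in NT not called in SMAD6 KD (553 otherwise). With replicate block the values were 238 for genes changed by SMAD6 KD, static (6 otherwise), 1080 for genes changed by SMAD6 KD, flow (227 otherwise), 2694 for genes changed by flow, NT (1301 otherwise), 3031 for genes changed by flow, SMAD6 KD (1850 otherwise), 2541 for genes differing, SMAD6 KD flow versus NT static (1240 otherwise), 23 for genes whose flow response differed between SMAD6 KD and NT (0 otherwise), 1256 for flow-responsive genes in NT not called in SMAD6 KD (553 otherwise). With untransformed CPM the values were 0.928224 for replicate correlation (0.981381 otherwise). Leaving out 1 library gave 0 to 4 for genes changed by SMAD6 KD, static, 0 to 341 for genes changed by SMAD6 KD, flow, 361 to 1245 for genes changed by flow, NT, 279 to 1939 for genes changed by flow, SMAD6 KD, 0 to 1171 for genes differing, SMAD6 KD flow versus NT static, 1695 to 3596 for genes differing, SMAD6 KD static versus NT flow, 81 to 823 for flow-responsive genes in NT not called in SMAD6 KD, 93 to 1636 for flow-responsive genes called in SMAD6 KD only, 33 to 60 for calls among the log2 fold changes of named genes, not counting those named as list members. Single gene values called under at least 1 of the 2 sets of labels changed direction only under the labels of the CPM sheet: SMAD6 KD minus NT, flow, DCHS1 0.0014, PCDH12 2.1029, EPHA4 1.2651, MKI67 −3.2882, KLF4 2.8171, GLYCTK −1.5678, MYOZ2 3.4844, EPHB1 2.4822, PLVAP 1.3548, GYPC 0.4752, ATAD2 −1.6119, MCM6 −1.1596, TIPIN −0.2935, CDC45 −2.1179, HSPG2 −0.274, FBN2 −1.0832, SEMA7A 3.2802, RPL22L1 −1.9147; flow minus static, NT, MKI67 0.2845, CLEC3B −0.7076, ELN −0.49, ITLN1 −1.411, COL23A1 −0.9945, ANGPT2 1.5119, ASPM 0.0428, RAD51AP1 0.2191, BLM 0.1062, DLGAP5 0.376, CENPE 0.3316, CENPF 0.3443, PARD6A −0.2511, ICAM2 −0.5031, SEMA7A −0.111, ASS1 −0.8503, NRP2 −0.5585, IFI6 0.078, BTG2 −0.1973, AEN −0.0235; flow minus static, SMAD6 KD, ITGB1 −0.0931, TEK −0.5141, MKI67 0.0558, KLF2 −0.1963, KLF4 −0.0494, ELN −1.089, VIPR1 −0.3972, SEMA5A −0.9507, CLEC3B −0.7801, GMFG 2.767, BLM 0.1335, MCM7 0.1035, DLGAP5 0.0977, CDC20 0.1123, CENPF 0.0709, F11R −0.2992, CGNL1 −0.2386, GJA5 −0.7583, CELSR1 −0.0291, CELSR2 −0.0278, CLSTN2 −0.8389, FBLN2 −0.4616, ASS1 −0.1893, SEMA7A −0.0416; SMAD6 KD flow minus NT static, DCHS1 0.2628; SMAD6 KD static minus NT flow, SMAD6 −2.3276, CDH5 0.4882, ITGB1 0.1053, TEK 1.1979, PCDH12 0.9886, EPHA4 1.0853, MKI67 −3.344, JAG2 0.969, ACVRL1 1.038, KLF2 1.4311, KLF4 2.8664, PECAM1 0.4716; SMAD6 KD minus NT, static, ANO2 1.0173, PLAU 1.0703, PRNP 1.1883, EPB41L1 2.9162, ARPC1A 0.8105. Of 306 single gene values, list members included, 128 were called. Over all alternatives but the labels of the CPM sheet, a value without a call changed sign 98 times in all, counting a value once for each alternative. Between 19 and 65 calls were lost when 1 library was left out. With the replicate block, calls were also gained for BMP6, SMAD6 KD flow minus NT static (edgeR adjusted p = 0.0238), FBLN5, SMAD6 KD minus NT, flow (edgeR adjusted p = 0.00793), GDF15, SMAD6 KD minus NT, flow (edgeR adjusted p = 0.0432), HIST1H2AC, SMAD6 KD minus NT, flow (edgeR adjusted p = 0.0367), HIST1H4H, SMAD6 KD minus NT, flow (edgeR adjusted p = 0.0433), RPS4X, SMAD6 KD minus NT, flow (edgeR adjusted p = 0.0346). Among the genes and lists named in the text, the replicate block changed no other call than those given with the results and here. Simulated 2-fold changes were recovered in 15% and 4-fold changes in 83% of genes by edgeR, which limits what 2 libraries per condition can show.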

Differences from the paper's values

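The alternatives named below were set before the data were examined, and no test in this part was chosen after its result was seen. Values within 1.5 times of the paper's are not counted as differing, which does not make them equal to it.

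For percent of genes changed (SMAD6 KD versus NT, static), the value here was 0.01781 against the paper's 1.2. It came within 1.5 times of the paper's value with no low count filter (1.116), DESeq2, 4 libraries compared (1.199). It did not with RLE scaling, mean of at least 1 CPM, replicate block, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, DESeq2, all 8 libraries, edgeR, 4 libraries compared. For percent of genes changed (SMAD6 KD versus NT, flow), the value here was 0.6737 against the paper's 6.9. Settings within 1.5 times of the paper's value were DESeq2, 4 libraries compared (6.942). The remaining alternatives did not, namely RLE scaling, no low count filter, mean of at least 1 CPM, replicate block, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, DESeq2, all 8 libraries, edgeR, 4 libraries compared. For percent of genes changed (flow versus static, NT), the value here was 3.861 against the paper's 6.7. It came within 1.5 times of the paper's value with no low count filter (6.808), replicate block (7.995), DESeq2, all 8 libraries (7.936), DESeq2, 4 libraries compared (6.713). It did not with RLE scaling, mean of at least 1 CPM, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, edgeR, 4 libraries compared. For percent of genes changed (flow versus static, SMAD6 KD), the value here was 5.491 against the paper's 8.9. Settings within 1.5 times of the paper's value were no low count filter (7.44), replicate block (8.996), DESeq2, all 8 libraries (8.595), DESeq2, 4 libraries compared (9.028). The remaining alternatives did not, namely RLE scaling, mean of at least 1 CPM, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, edgeR, 4 libraries compared. For percent of genes changed (SMAD6 KD flow versus NT static), the value here was 3.68 against the paper's 7.9. It came within 1.5 times of the paper's value with no low count filter (6.428), replicate block (7.541), DESeq2, all 8 libraries (7.5), DESeq2, 4 libraries compared (7.88). It did not with RLE scaling, mean of at least 1 CPM, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, edgeR, 4 libraries compared.

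For number of genes changed (SMAD6 KD flow versus NT static), the value here was 1240 against the paper's 2655. Settings within 1.5 times of the paper's value were no low count filter (2166), replicate block (2541), DESeq2, all 8 libraries (2527), DESeq2, 4 libraries compared (2655). The remaining alternatives did not, namely RLE scaling, mean of at least 1 CPM, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, edgeR, 4 libraries compared. For number of genes changed (flow versus static, NT), the value here was 1301 against the paper's 2262. It came within 1.5 times of the paper's value with no low count filter (2294), replicate block (2694), DESeq2, all 8 libraries (2674), DESeq2, 4 libraries compared (2262). It did not with RLE scaling, mean of at least 1 CPM, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, edgeR, 4 libraries compared. For number of genes (flow-responsive in NT and not in SMAD6 KD), the value here was 553 against the paper's 1041. Settings within 1.5 times of the paper's value were no low count filter (1078), replicate block (1256), without SMAD6 KD static replicate 1 (823), without SMAD6 KD static replicate 2 (705), DESeq2, all 8 libraries (1263), DESeq2, 4 libraries compared (1033). The remaining alternatives did not, namely RLE scaling, mean of at least 1 CPM, without NT static replicate 1, without NT static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, edgeR, 4 libraries compared. For number of genes (flow-responsive in SMAD6 KD only), the value here was 1102 against the paper's 1782. It came within 1.5 times of the paper's value with no low count filter (1291), replicate block (1593), without NT static replicate 1 (1350), without NT static replicate 2 (1636), without NT flow replicate 1 (1281), without NT flow replicate 2 (1264), DESeq2, all 8 libraries (1485), DESeq2, 4 libraries compared (1813), edgeR, 4 libraries compared (1826). It did not with RLE scaling, mean of at least 1 CPM, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2. For reads per library, upper end (all), the value here was 91252899 against the paper's 5e7. No alternative applies to this value. It differs if a count stands for a read pair. Whether mates were counted singly is not given in the sources used here, and halved, the value lies within the paper's range. The counts had no excess of even numbers, which counting both mates of most pairs would tend to give. For PCDH12 RNA, fold flow over static (SMAD6 KD), the value here was 1.615 against the paper's, about 0.75 in Fig. 4e, read by eye. None of the 15 alternatives brought it within 1.5 times of the paper's value, with RLE scaling, no low count filter, mean of at least 1 CPM, replicate block, without NT static replicate 1, without NT static replicate 2, without SMAD6 KD static replicate 1, without SMAD6 KD static replicate 2, without NT flow replicate 1, without NT flow replicate 2, without SMAD6 KD flow replicate 1, without SMAD6 KD flow replicate 2, DESeq2, all 8 libraries, DESeq2, 4 libraries compared, edgeR, 4 libraries compared. The value here is over SMAD6 KD static cells, while the caption of Fig. 4e says static (control), which can be read as NT static, so the 2 values need not have the same reference.

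The paper's counts used DESeq2 at an FDR under 0.05, and those here edgeR at an adjusted p under 0.05. The paper's RT-qPCR shows SMAD6 RNA higher with flow, and here its log2 fold change was −1.77 with NT and −1.95 with SMAD6 KD, which edgeR called in neither case without the replicate block and in both with it (edgeR adjusted p = 0.0489 and 0.0339). Without NT static replicate 1 both passed too. That fit keeps only the NT static library with SMAD6 at 185 CPM, the higher of the 2. KLF2 and KLF4 rose with flow here. The paper's shares put SMAD6 KD flow against NT static above flow in NT, and here the counts were 1240 and 1301. DESeq2 on 4 libraries gave 2655 and 2262, the paper's own counts. It made 80 false calls of 223 on simulated data with 200 changed genes. That setting is unlike these libraries, so the share of false calls does not carry over to the paper's counts. EdgeR on 4 libraries (1038 and 124) and edgeR without NT flow replicate 1 (955 and 414) or 2 (952 and 397) also gave the paper's order. Against NT static, as in the paper's text, PCDH12 in SMAD6 KD flow was at 39.8% here and at the paper's 60%, a difference within the SD of 22.5 between the libraries. In the other orders the paper gives, more genes differed with SMAD6 KD under flow than in static cells, and flow changed more genes with SMAD6 KD than with NT, as here with all 8 libraries. The first order turned without NT flow replicate 2 (0 under flow, 4 in static cells), and both counts were 0 without either SMAD6 KD flow library. The second turned without SMAD6 KD static replicate 1 (686 with SMAD6 KD, 1245 with NT) or 2 (921 and 1231), and without SMAD6 KD flow replicate 1 (483 and 652) or 2 (279 and 647).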

Other observations

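Genes of the interferon response, of p53, of the extracellular matrix and of ribosomes, groups that the paper does not discuss, moved together in some comparisons at the preset correlation. With an estimated correlation 0 of the 150 list tests passed. In static cells IFI6, an interferon-induced mitochondrial protein, was at −1.87, standard error 0.32, edgeR adjusted p = 0.0741, and 0.0370 with the replicate block, and the antiviral GTPase MX1 at −3.12, standard error 0.66, edgeR adjusted p = 0.113, and 0.0420 with the replicate block. With flow in NT, IFI6 fell (−2.07, standard error 0.32, edgeR adjusted p = 0.0135), as did STAT2 (−0.95, standard error 0.17, edgeR adjusted p = 0.0213) and MX2 (−4.80, standard error 1.00, edgeR adjusted p = 0.0319). Without NT static replicate 2, MX1 passed for SMAD6 KD in static cells (edgeR adjusted p = 0.0270). Among 32 interferon response genes, edgeR called for SMAD6 KD in static cells 0 (13 lower over the list alone, 3 lower with the replicate block), median −1.26, limma camera adjusted p = 2.05e-15 (adjusted p = 0.402 with an estimated correlation), and for SMAD6 KD under flow 2 higher (2 higher over the list alone), median −0.11, limma camera adjusted p = 0.637. With flow, interferon response genes gave for flow with NT 5 lower (10 lower over the list alone, 10 lower with the replicate block), median −0.84, limma camera adjusted p = 0.000207 (adjusted p = 0.631 with an estimated correlation), adjusted p = 0.488 without NT static replicate 1, and for flow with SMAD6 KD 1 higher and 1 lower (1 higher over the list alone), median 0.35, limma camera adjusted p = 0.329. Among p53 targets, RRM2B, a ribonucleotide reductase subunit, was at −0.88, standard error 0.17, edgeR adjusted p = 0.0526, and 0.0187 with the replicate block for SMAD6 KD under flow, AEN, a nuclease of apoptosis, at −0.76, standard error 0.15, edgeR adjusted p = 0.0611, and 0.0358 with the replicate block, and CDKN1A, the cell cycle inhibitor p21, at −0.94, standard error 0.29, edgeR adjusted p = 0.141. PHLDA3 (1.97, standard error 0.25, edgeR adjusted p = 0.00691), BBC3 (1.74, standard error 0.29, edgeR adjusted p = 0.0172) and BTG2 (1.23, standard error 0.21, edgeR adjusted p = 0.0174) rose with flow in NT. Among 18 p53 target genes, edgeR called for SMAD6 KD in static cells 0 (1 higher and 1 lower over the list alone, 1 lower with the replicate block), median −0.04, limma camera adjusted p = 0.602, and for SMAD6 KD under flow 0 (11 lower over the list alone, 5 lower with the replicate block), median −0.72, limma camera adjusted p = 2.62e-07 (adjusted p = 0.310 with an estimated correlation). With flow, p53 target genes gave for flow with NT 6 higher (9 higher and 1 lower over the list alone), median 0.69, limma camera adjusted p = 3.37e-06 (adjusted p = 0.312 with an estimated correlation), and for flow with SMAD6 KD 3 higher and 1 lower (4 higher and 2 lower over the list alone), median 0.20, limma camera adjusted p = 0.390.  The call was lost for IFI6 without NT flow replicate 2 (edgeR adjusted p up to 0.0714). That of STAT2 was lost without NT static replicate 1, NT flow replicate 1, NT flow replicate 2, SMAD6 KD flow replicate 1, SMAD6 KD flow replicate 2 (edgeR adjusted p up to 0.110). That of MX2 was lost without NT static replicate 1, NT flow replicate 1, NT flow replicate 2, SMAD6 KD flow replicate 1, SMAD6 KD flow replicate 2 (edgeR adjusted p up to 0.151). That of BBC3 was lost without NT static replicate 2, NT flow replicate 1, NT flow replicate 2 (edgeR adjusted p up to 0.0796). That of BTG2 was lost without NT static replicate 2, NT flow replicate 1 (edgeR adjusted p up to 0.0827).

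HSPG2, the basement membrane proteoglycan perlecan, was higher with SMAD6 KD under flow (1.69, standard error 0.24, edgeR adjusted p = 0.0321), as were FBN2, fibrillin 2 (2.37, standard error 0.43, edgeR adjusted p = 0.0489), LUM, lumican (2.31, standard error 0.34, edgeR adjusted p = 0.0341), and PDGFRB, a receptor of mural cells (5.70, standard error 1.00, edgeR adjusted p = 0.0477). FBLN2 (6.33, standard error 0.82, edgeR adjusted p = 0.00505) and LAMB2 (1.36, standard error 0.22, edgeR adjusted p = 0.0105) rose with flow in SMAD6 KD. Among 40 basement membrane and matrix genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median −0.34, limma camera adjusted p = 0.0157 (adjusted p = 0.484 with an estimated correlation), adjusted p = 0.162 without NT static replicate 2, 0.123 without SMAD6 KD static replicate 1, and for SMAD6 KD under flow 2 higher (5 higher and 1 lower over the list alone, 9 higher with the replicate block), median 0.35, limma camera adjusted p = 0.00105 (adjusted p = 0.402 with an estimated correlation). With flow, basement membrane and matrix genes gave for flow with NT 2 higher and 2 lower (3 higher and 3 lower over the list alone, 3 higher and 8 lower with the replicate block), median −0.11, limma camera adjusted p = 0.582, and for flow with SMAD6 KD 11 higher and 1 lower (15 higher and 1 lower over the list alone, 17 higher and 2 lower with the replicate block), median 0.44, limma camera adjusted p = 0.000888 (adjusted p = 0.402 with an estimated correlation). Among 13 mural cell and fibroblast marker genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median −0.27, limma camera adjusted p = 0.317, and for SMAD6 KD under flow 2 higher (6 higher and 1 lower over the list alone, 3 higher and 1 lower with the replicate block), median 1.75, limma camera adjusted p = 0.00298 (adjusted p = 0.402 with an estimated correlation). With flow, mural cell and fibroblast marker genes gave for flow with NT 0 (0 over the list alone, 1 higher with the replicate block), median −0.54, limma camera adjusted p = 0.619, and for flow with SMAD6 KD 4 higher (4 higher over the list alone), median 1.08, limma camera adjusted p = 0.0185 (adjusted p = 0.466 with an estimated correlation), adjusted p = 0.0770 without SMAD6 KD static replicate 2, 0.0579 without SMAD6 KD flow replicate 1. RPL22L1, a paralog of a ribosomal protein, was at 1.16, standard error 0.19, edgeR adjusted p = 0.0430, and RPS27 at 1.12, standard error 0.21, edgeR adjusted p = 0.0504, and 0.0191 with the replicate block. Among 78 ribosomal protein genes, edgeR called for SMAD6 KD in static cells 0 (62 higher over the list alone, 1 higher with the replicate block), median 0.58, limma camera adjusted p = 4.94e-27 (adjusted p = 0.402 with an estimated correlation), and for SMAD6 KD under flow 1 higher (63 higher over the list alone, 17 higher with the replicate block), median 0.68, limma camera adjusted p = 1.24e-24 (adjusted p = 0.410 with an estimated correlation). With flow, ribosomal protein genes gave for flow with NT 1 lower (1 lower over the list alone, 2 lower with the replicate block), median −0.15, limma camera adjusted p = 0.0641, adjusted p = 0.0276 without NT static replicate 2, and for flow with SMAD6 KD 1 lower (1 lower over the list alone, 2 lower with the replicate block), median −0.10, limma camera adjusted p = 0.217, adjusted p = 0.000160 without SMAD6 KD static replicate 1. HIST2H2BE was at −2.55, standard error 0.50, edgeR adjusted p = 0.0563, and 0.0124 with the replicate block. Among 29 replication-dependent histone genes, edgeR called for SMAD6 KD in static cells 0 (2 lower over the list alone, 1 lower with the replicate block), median −0.25, limma camera adjusted p = 0.0796, and for SMAD6 KD under flow 0 (3 lower over the list alone, 3 lower with the replicate block), median −0.62, limma camera adjusted p = 6.98e-05 (adjusted p = 0.292 with an estimated correlation). With flow, replication-dependent histone genes gave for flow with NT 3 higher (4 higher over the list alone, 6 higher and 1 lower with the replicate block), median 0.84, limma camera adjusted p = 0.00530 (adjusted p = 0.312 with an estimated correlation), adjusted p = 0.0809 without NT static replicate 1, 0.0533 without NT flow replicate 1, and for flow with SMAD6 KD 3 higher (4 higher over the list alone, 5 higher and 1 lower with the replicate block), median −0.03, limma camera adjusted p = 0.422. Counts of ribosomal protein and histone genes are uncertain, since reads can be split between paralogs and pseudogenes. The libraries were poly(A)-selected, so the histone values hold only for transcripts with a poly(A) tail. Of 71 histone genes, 29 had enough counts to be tested. The call was lost for HSPG2 without SMAD6 KD static replicate 2, NT flow replicate 1, NT flow replicate 2, SMAD6 KD flow replicate 1, SMAD6 KD flow replicate 2 (edgeR adjusted p up to 0.225). That of FBN2 was lost without any library but NT static replicate 1 and NT static replicate 2 (edgeR adjusted p up to 0.240). That of LUM was lost without any library but NT static replicate 1 and NT static replicate 2 (edgeR adjusted p up to 0.225). That of PDGFRB was lost without SMAD6 KD static replicate 1, SMAD6 KD static replicate 2, NT flow replicate 2, SMAD6 KD flow replicate 1, SMAD6 KD flow replicate 2 (edgeR adjusted p up to 0.239). That of LAMB2 was lost without SMAD6 KD static replicate 1, SMAD6 KD static replicate 2, SMAD6 KD flow replicate 1, SMAD6 KD flow replicate 2 (edgeR adjusted p up to 0.0889). That of RPL22L1 was lost without any library but NT static replicate 1 and NT static replicate 2 (edgeR adjusted p up to 0.240). A call was gained for HIST2H2BE without NT static replicate 1 (edgeR adjusted p = 0.0443), HIST2H2BE without NT static replicate 2 (edgeR adjusted p = 0.0456).

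Among 22 shear-repressed and inflammatory genes, edgeR called for SMAD6 KD in static cells 0 (1 lower over the list alone, 1 lower with the replicate block), median −0.05, limma camera adjusted p = 0.299, adjusted p = 0.0457 without NT static replicate 2, and for SMAD6 KD under flow 1 higher (2 higher and 2 lower over the list alone, 2 higher and 2 lower with the replicate block), median 0.05, limma camera adjusted p = 0.591, adjusted p = 0.00474 without NT flow replicate 1. With flow, shear-repressed and inflammatory genes gave for flow with NT 1 lower (1 lower over the list alone, 6 higher and 3 lower with the replicate block), median 0.58, limma camera adjusted p = 0.602, adjusted p = 0.0241 without NT flow replicate 2, and for flow with SMAD6 KD 3 higher and 1 lower (7 higher and 3 lower over the list alone, 9 higher and 3 lower with the replicate block), median 0.90, limma camera adjusted p = 0.0897, adjusted p = 0.0434 without NT static replicate 1, 0.0355 without NT static replicate 2, 0.0125 without NT flow replicate 1, 0.0133 without NT flow replicate 2, 0.0204 without SMAD6 KD flow replicate 2. Among 20 Notch pathway genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median 0.04, limma camera adjusted p = 0.689, and for SMAD6 KD under flow 0 (0 over the list alone, 1 higher with the replicate block), median 0.54, limma camera adjusted p = 0.0513, adjusted p = 0.0363 with the replicate block, adjusted p = 0.0313 without NT static replicate 1, 0.0272 without NT static replicate 2, 0.0199 without SMAD6 KD static replicate 1, 0.0171 without SMAD6 KD static replicate 2, 0.0103 without NT flow replicate 2, 0.0120 without SMAD6 KD flow replicate 1. With flow, Notch pathway genes gave for flow with NT 1 lower (1 higher and 3 lower over the list alone, 2 higher and 4 lower with the replicate block), median −0.12, limma camera adjusted p = 0.445, and for flow with SMAD6 KD 1 higher and 1 lower (2 higher and 2 lower over the list alone, 4 higher and 2 lower with the replicate block), median −0.05, limma camera adjusted p = 0.762. Among 20 BMP receptor and signaling genes, edgeR called for SMAD6 KD in static cells 0 (1 lower over the list alone), median 0.03, limma camera adjusted p = 0.544, and for SMAD6 KD under flow 0 (2 higher and 2 lower over the list alone, 2 higher and 1 lower with the replicate block), median −0.10, limma camera adjusted p = 0.745. With flow, BMP receptor and signaling genes gave for flow with NT 0 (0 over the list alone, 1 higher with the replicate block), median −0.01, limma camera adjusted p = 0.707, and for flow with SMAD6 KD 1 higher and 1 lower (3 higher and 1 lower over the list alone, 3 higher and 1 lower with the replicate block), median 0.05, limma camera adjusted p = 0.599. Among 16 BMP target genes, edgeR called for SMAD6 KD in static cells 0 (1 higher over the list alone, 2 higher with the replicate block), median 0.87, limma camera adjusted p = 0.00884 (adjusted p = 0.488 with an estimated correlation), adjusted p = 0.102 without NT static replicate 1, 0.756 without SMAD6 KD static replicate 2, and for SMAD6 KD under flow 0 (0 over the list alone), median 0.49, limma camera adjusted p = 0.101, adjusted p = 0.00549 without SMAD6 KD static replicate 1, 0.00474 without SMAD6 KD static replicate 2. With flow, BMP target genes gave for flow with NT 1 higher (1 higher and 3 lower over the list alone, 2 higher and 3 lower with the replicate block), median 0.41, limma camera adjusted p = 0.916, and for flow with SMAD6 KD 1 higher and 2 lower (3 higher and 3 lower over the list alone, 3 higher and 4 lower with the replicate block), median −0.48, limma camera adjusted p = 0.643. Among 18 TGF-beta target genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median −0.07, limma camera adjusted p = 0.689, and for SMAD6 KD under flow 1 higher (6 higher and 2 lower over the list alone, 3 higher and 1 lower with the replicate block), median 0.13, limma camera adjusted p = 0.116, adjusted p = 0.0148 without NT flow replicate 1. With flow, TGF-beta target genes gave for flow with NT 2 higher (4 higher over the list alone, 8 higher with the replicate block), median 0.63, limma camera adjusted p = 0.0215 (adjusted p = 0.410 with an estimated correlation), adjusted p = 0.0889 without NT flow replicate 1, and for flow with SMAD6 KD 3 higher (6 higher over the list alone, 7 higher with the replicate block), median 1.14, limma camera adjusted p = 0.000125 (adjusted p = 0.312 with an estimated correlation).

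Among 18 arterial genes, edgeR called for SMAD6 KD in static cells 0 (2 lower over the list alone, 2 lower with the replicate block), median −0.43, limma camera adjusted p = 0.0166 (adjusted p = 0.542 with an estimated correlation), adjusted p = 0.438 without NT static replicate 2, 0.856 without SMAD6 KD static replicate 1, and for SMAD6 KD under flow 1 lower (1 higher and 1 lower over the list alone, 1 higher and 2 lower with the replicate block), median 0.61, limma camera adjusted p = 0.338, adjusted p = 0.0485 without SMAD6 KD static replicate 2, 0.0309 without SMAD6 KD flow replicate 1. With flow, arterial genes gave for flow with NT 1 lower (3 higher and 6 lower over the list alone, 3 higher and 6 lower with the replicate block), median −1.44, limma camera adjusted p = 0.169, adjusted p = 0.0245 without NT static replicate 1, and for flow with SMAD6 KD 3 higher and 2 lower (4 higher and 3 lower over the list alone, 5 higher and 4 lower with the replicate block), median 0.52, limma camera adjusted p = 0.384, adjusted p = 0.00976 without SMAD6 KD static replicate 2, 0.0311 without SMAD6 KD flow replicate 1. Among 9 venous genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median −0.43, limma camera adjusted p = 0.207, adjusted p = 0.0470 without NT flow replicate 1, 0.0455 without NT flow replicate 2, and for SMAD6 KD under flow 0 (2 lower over the list alone, 1 higher and 2 lower with the replicate block), median 0.09, limma camera adjusted p = 0.762. With flow, venous genes gave for flow with NT 2 higher (5 higher and 1 lower over the list alone, 3 higher and 1 lower with the replicate block), median 0.67, limma camera adjusted p = 0.0502, adjusted p = 0.0304 with the replicate block, adjusted p = 0.00478 without NT flow replicate 1, 0.000533 without NT flow replicate 2, 0.0345 without SMAD6 KD flow replicate 1, 0.0343 without SMAD6 KD flow replicate 2, and for flow with SMAD6 KD 2 higher (4 higher and 1 lower over the list alone, 4 higher and 1 lower with the replicate block), median 1.04, limma camera adjusted p = 0.00833 (adjusted p = 0.312 with an estimated correlation). Among 15 tip cell and angiogenic genes, edgeR called for SMAD6 KD in static cells 0 (1 lower over the list alone), median −0.57, limma camera adjusted p = 0.0435 (adjusted p = 0.402 with an estimated correlation), adjusted p = 0.0661 without NT static replicate 1, 0.533 without SMAD6 KD static replicate 1, and for SMAD6 KD under flow 0 (3 lower over the list alone, 3 lower with the replicate block), median −0.36, limma camera adjusted p = 0.0135 (adjusted p = 0.376 with an estimated correlation), adjusted p = 0.113 without NT flow replicate 2. With flow, tip cell and angiogenic genes gave for flow with NT 1 lower (1 higher and 3 lower over the list alone, 2 higher and 3 lower with the replicate block), median −0.20, limma camera adjusted p = 0.334, and for flow with SMAD6 KD 3 lower (3 lower over the list alone, 2 higher and 4 lower with the replicate block), median −0.30, limma camera adjusted p = 0.169, adjusted p = 0.0103 without SMAD6 KD static replicate 1. Among 20 genes of endothelial identity, edgeR called for SMAD6 KD in static cells 0 (1 higher and 3 lower over the list alone, 1 higher and 1 lower with the replicate block), median −0.30, limma camera adjusted p = 0.0796, adjusted p = 0.00170 without NT static replicate 2, 0.0135 without SMAD6 KD static replicate 2, and for SMAD6 KD under flow 1 higher (1 higher over the list alone), median 0.01, limma camera adjusted p = 0.582. With flow, genes of endothelial identity gave for flow with NT 0 (2 higher and 1 lower over the list alone, 3 higher and 1 lower with the replicate block), median 0.31, limma camera adjusted p = 0.185, adjusted p = 0.0128 without NT static replicate 1, and for flow with SMAD6 KD 3 higher (4 higher and 1 lower over the list alone, 4 higher and 1 lower with the replicate block), median 0.36, limma camera adjusted p = 0.0438 (adjusted p = 0.484 with an estimated correlation), adjusted p = 0.0515 with the replicate block, adjusted p = 0.0733 without SMAD6 KD static replicate 1, 0.0887 without SMAD6 KD flow replicate 2. Among 6 lymphatic marker genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median −0.83, limma camera adjusted p = 0.165, and for SMAD6 KD under flow 0 (0 over the list alone), median 0.51, limma camera adjusted p = 0.582. With flow, lymphatic marker genes gave for flow with NT 2 lower (3 lower over the list alone), median −1.93, limma camera adjusted p = 0.0163 (adjusted p = 0.312 with an estimated correlation), adjusted p = 0.0614 without NT static replicate 1, 0.0533 without NT flow replicate 1, and for flow with SMAD6 KD 1 lower (3 lower over the list alone, 1 higher and 3 lower with the replicate block), median −0.43, limma camera adjusted p = 0.476.

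Among 24 cholesterol synthesis genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median 0.05, limma camera adjusted p = 0.916, and for SMAD6 KD under flow 0 (0 over the list alone), median 0.03, limma camera adjusted p = 0.830, adjusted p = 0.000163 without NT flow replicate 1, 4.88e-10 without NT flow replicate 2. With flow, cholesterol synthesis genes gave for flow with NT 1 higher (1 higher over the list alone, 2 higher with the replicate block), median 0.70, limma camera adjusted p = 0.00596 (adjusted p = 0.725 with an estimated correlation), adjusted p = 0.0996 without NT static replicate 1, 0.444 without NT flow replicate 2, and for flow with SMAD6 KD 1 higher (1 higher over the list alone, 5 higher with the replicate block), median 0.69, limma camera adjusted p = 0.00450 (adjusted p = 0.718 with an estimated correlation), adjusted p = 0.0702 without SMAD6 KD static replicate 1, 0.112 without SMAD6 KD flow replicate 2. Among 19 unfolded protein and amino acid stress genes, edgeR called for SMAD6 KD in static cells 0 (2 higher over the list alone), median 0.27, limma camera adjusted p = 0.0641, adjusted p = 0.00443 without NT static replicate 2, 0.000637 without SMAD6 KD static replicate 1, and for SMAD6 KD under flow 0 (3 lower over the list alone, 2 lower with the replicate block), median −0.33, limma camera adjusted p = 0.0469 (adjusted p = 0.617 with an estimated correlation), adjusted p = 0.0515 with the replicate block, adjusted p = 0.0610 without SMAD6 KD static replicate 1, 0.0564 without SMAD6 KD static replicate 2, 0.0623 without NT flow replicate 1, 0.0795 without SMAD6 KD flow replicate 1, 0.0506 without SMAD6 KD flow replicate 2. With flow, unfolded protein and amino acid stress genes gave for flow with NT 3 higher and 1 lower (3 higher and 1 lower over the list alone), median 0.34, limma camera adjusted p = 0.110, adjusted p = 0.00321 without NT static replicate 2, and for flow with SMAD6 KD 1 higher and 3 lower (1 higher and 4 lower over the list alone), median −0.26, limma camera adjusted p = 0.275, adjusted p = 0.0171 without SMAD6 KD static replicate 1. Among 27 glycolysis and hypoxia genes, edgeR called for SMAD6 KD in static cells 0 (1 higher over the list alone, 1 higher with the replicate block), median 0.07, limma camera adjusted p = 0.0650, adjusted p = 0.00924 without NT static replicate 1, and for SMAD6 KD under flow 0 (5 lower over the list alone, 2 lower with the replicate block), median −0.21, limma camera adjusted p = 0.0383 (adjusted p = 0.462 with an estimated correlation), adjusted p = 0.211 without NT flow replicate 1, 0.0766 without SMAD6 KD flow replicate 1. With flow, glycolysis and hypoxia genes gave for flow with NT 3 higher (4 higher and 1 lower over the list alone, 4 higher and 1 lower with the replicate block), median 0.20, limma camera adjusted p = 0.0227 (adjusted p = 0.442 with an estimated correlation), adjusted p = 0.120 without NT static replicate 2, 0.0957 without NT flow replicate 1, and for flow with SMAD6 KD 2 lower (1 higher and 4 lower over the list alone, 1 higher and 5 lower with the replicate block), median −0.04, limma camera adjusted p = 0.582. Among 13 mitochondrially encoded genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median 0.04, limma camera adjusted p = 0.799, and for SMAD6 KD under flow 0 (0 over the list alone), median −0.56, limma camera adjusted p = 0.00195 (adjusted p = 0.560 with an estimated correlation), adjusted p = 0.361 without NT flow replicate 2. With flow, mitochondrially encoded genes gave for flow with NT 0 (0 over the list alone, 1 higher with the replicate block), median 0.42, limma camera adjusted p = 0.178, adjusted p = 0.000541 without NT flow replicate 1, and for flow with SMAD6 KD 0 (0 over the list alone), median −0.20, limma camera adjusted p = 0.317.

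Among 3 leukocyte and erythroid marker genes, edgeR called for SMAD6 KD in static cells 0 (1 lower over the list alone), median −1.39, limma camera adjusted p = 0.0914, adjusted p = 0.0434 without NT flow replicate 2, and for SMAD6 KD under flow 0 (0 over the list alone), median −0.53, limma camera adjusted p = 0.604. With flow, leukocyte and erythroid marker genes gave for flow with NT 0 (1 higher over the list alone, 1 higher with the replicate block), median 0.24, limma camera adjusted p = 0.596, and for flow with SMAD6 KD 0 (2 higher over the list alone, 2 higher with the replicate block), median 1.43, limma camera adjusted p = 0.217. Among 6 epithelial marker genes, edgeR called for SMAD6 KD in static cells 0 (0 over the list alone), median 0.37, limma camera adjusted p = 0.604, and for SMAD6 KD under flow 0 (1 higher over the list alone, 1 higher with the replicate block), median 0.78, limma camera adjusted p = 0.169, adjusted p = 0.00348 without NT flow replicate 1. With flow, epithelial marker genes gave for flow with NT 1 lower (1 lower over the list alone, 2 lower with the replicate block), median −0.21, limma camera adjusted p = 0.582, and for flow with SMAD6 KD 0 (0 over the list alone, 1 higher with the replicate block), median 0.02, limma camera adjusted p = 0.994.

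Among 23 integrin genes edgeR called for flow with NT 1 higher and 2 lower (2 higher and 5 lower over the list alone, 2 higher and 7 lower with the replicate block), median 0.00, limma camera adjusted p = 0.322, and for flow with SMAD6 KD 4 higher and 1 lower (4 higher and 1 lower over the list alone), median −0.05, limma camera adjusted p = 0.475. Cell cycle inhibitors had for flow with NT 2 higher (3 higher and 1 lower over the list alone, 3 higher and 2 lower with the replicate block), median −0.20, limma camera adjusted p = 0.745, and for flow with SMAD6 KD 1 higher and 1 lower (1 higher and 1 lower over the list alone, 3 higher and 2 lower with the replicate block), median 0.02, limma camera adjusted p = 0.604.

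The tests of SMAD6 under flow and of the replicate numbers were chosen after the result was seen, and those of the genes called with 1 siRNA only were set before it, with a further condition added later. SMAD6 RNA was lower in each flow library than in each static library of the same siRNA, opposite to the paper's RT-qPCR, which does not settle it. With the columns named as in the CPM sheet the median of the shear-induced genes for flow in NT was −0.47, which argues against those names. With RLE scaling SMAD6 was at −1.77, but that scaling moved the median of all genes only from −0.0095 to −0.0161, too little to test scaling. GAPDH, the reference gene of the RT-qPCR, stood at 3540 and 2988 CPM in NT static and 4025 and 3970 in NT flow. In SMAD6 KD it stood at 2365 and 3361 in static cells and 3092 and 3511 under flow. SMAD6 fell from 61.8 and 185 to 35.9 and 36.6 with NT, and from 53.1 and 129 to 26.5 and 20.4 with SMAD6 KD. Since scaling moves all genes of a library alike, these values argue against it as the cause of the fall. That flow lowers SMAD6 RNA in these cultures stays open: the larger edgeR adjusted p was 0.0886, and with the replicate block both comparisons passed by edgeR, so the call depends on the block.

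Libraries with the same replicate number deviate together from their condition means. Library size is argued against, since the condition whose replicate 1 is the smaller library still had a lowest correlation of 0.194 with the others. Differences between the 2 independent experiments stay open, with a lowest correlation over all pairs of 0.134, and no biological explanation was tested.

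In 20 simulated draws with equal flow responses, up to 1079 genes were called with NT only, against 553 observed, and up to 962 with SMAD6 KD only, against 1102. The bound set beforehand, fewer in every draw than observed, was met for SMAD6 KD only, and the median ratios with NT only (0.449) and with SMAD6 KD only (0.420) both lay below the lowest of the draws (0.510 and 0.4815), so a low ratio is not particular to a weaker response with SMAD6 KD. A condition chosen after seeing the draws, that their number of calls lie within 1.5 times the observed in both comparisons, keeps all 3 open: the draws call 2257 to 2492 genes with NT against 1301. As a share of the genes called, NT only was 42.5%, against 40.2% to 43.9% in the draws. SMAD6 KD only was 59.6%, against 37.4% to 40.8%. The shares come from the same draws and are under the same limit. A bound from simulated settings also excludes nothing by itself, and the draws and the fit they are set against leave out the replicate number, with which edgeR calls 2694 genes with NT. Calls missed at the threshold and a weaker response with SMAD6 KD therefore cannot be told apart here.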
